# The *Arabidopsis* DNA Polymerase δ Has a Role in the Deposition of Transcriptionally Active Epigenetic Marks, Development and Flowering

**DOI:** 10.1371/journal.pgen.1004975

**Published:** 2015-02-18

**Authors:** Francisco M. Iglesias, Natalia A. Bruera, Sebastián Dergan-Dylon, Cristina Marino-Buslje, Hernán Lorenzi, Julieta L. Mateos, Franziska Turck, George Coupland, Pablo D. Cerdán

## Abstract

DNA replication is a key process in living organisms. DNA polymerase α (Polα) initiates strand synthesis, which is performed by Polε and Polδ in leading and lagging strands, respectively. Whereas loss of DNA polymerase activity is incompatible with life, viable mutants of Polα and Polε were isolated, allowing the identification of their functions beyond DNA replication. In contrast, no viable mutants in the Polδ polymerase-domain were reported in multicellular organisms. Here we identify such a mutant which is also thermosensitive. Mutant plants were unable to complete development at 28°C, looked normal at 18°C, but displayed increased expression of DNA replication-stress marker genes, homologous recombination and lysine 4 histone 3 trimethylation at the *SEPALLATA3* (*SEP3*) locus at 24°C, which correlated with ectopic expression of *SEP3*. Surprisingly, high expression of SEP3 in vascular tissue promoted *FLOWERING LOCUS T* (*FT*) expression, forming a positive feedback loop with *SEP3* and leading to early flowering and curly leaves phenotypes. These results strongly suggest that the DNA polymerase δ is required for the proper establishment of transcriptionally active epigenetic marks and that its failure might affect development by affecting the epigenetic control of master genes.

## Author Summary

Three DNA polymerases replicate DNA in Eukaryotes. DNA polymerase α (Polα) initiates strand synthesis, which is performed by Polε and Polδ in leading and lagging strands, respectively. Not only the information encoded in the DNA, but also the inheritance of chromatin states is essential during development. Loss of function mutants in DNA polymerases lead to lethal phenotypes. Hence, hypomorphic alleles are necessary to study their roles beyond DNA replication. Here we identify a thermosensitive mutant of the Polδ in the model plant *Arabidopsis thaliana*, which bears an aminoacid substitution in the polymerase-domain. The mutants were essentially normal at 18°C but arrested development at 28°C. Interestingly, at 24°C we were able to study the roles of Polδ in epigenetic inheritance and plant development. We observed a tight connection between DNA replication stress and an increase the deposition of transcriptionally active chromatin marks in the *SEPALLATA3* (*SEP3*) locus. Finally, we tested by genetic means that the ectopic expression of *SEP3* was indeed the cause of early flowering and the leaf phenotypes by promoting the expression of *FLOWERING LOCUS T* (*FT*). These results link Polδ activity to the proper establishment of transcriptionally active epigenetic marks, which then impact the development of multicellular organisms.

## Introduction

Arabidopsis is a facultative long-day (LD) plant, meaning that LDs accelerate flowering whereas in short days (SD) flowering is delayed. Flowering in spring (LDs) is therefore promoted by *GIGANTEA* (*GI*), *CONSTANS* (*CO*) and *FLOWERING LOCUS T* (*FT*) which constitute the so called “photoperiod pathway”. GI activates CO which eventually accumulates in the late afternoon and early night under LD conditions and induces the expression of *FT* in phloem companion cells. The protein FT is an universal florigen and moves to the apical meristem to promote the transition to flowering [1–3].

In plants, epigenetic inheritance confers a cellular memory of past environmental conditions. The winter ecotypes of *Arabidopsis thaliana* require a prolonged exposure to near freezing temperatures, or vernalization, to become competent to flowering in spring [4]. Plants are able to “remember” the past winter because persistent cold exposure (2–4 weeks) activates an epigenetic mechanism that requires the trimethylation of Lysine 27 of histone 3 (H3K27me3), which permanently represses *FLOWERING LOCUS C* (*FLC*) [4].

The pathways that respond to photoperiod and vernalization are integrated at the level of *FT*, which is directly repressed by FLC [4,5]. The *FT* gene is also known as a “flowering integrator” because it also responds to other flowering pathways including the thermosensory and autonomous pathways [4,5]. The complex regulation of *FT* expression is due at least in part to epigenetic mechanisms [6–10]. The chromatin of *FT* is enriched in H3K27me3; *curly leaf* (*clf*) and *terminal flowering 2*/*like heterochromatin protein 1* (*tfl2*/*lhp1*) mutants, which are defective in the H3K27 methylase and H3K27me3 binding activity, are early flowering and photoperiod insensitive due to high expression of *FT* [9,11–13].

The terminal differentiation of specialized tissues in multicellular organisms is strongly influenced by the previous DNA replication events of the cells that constitute each tissue. In Eukaryotes, three replicative DNA polymerases (Polα, Polε and Polδ) are responsible for the faithful duplication of the nuclear genome [14]. Polα forms a complex with a primase to initiate replication at origins and Okazaki fragments and these short stretches of RNA-DNA hybrids are extended by Polε in the leading strand and Polδ in the lagging strand [14].

Apart from their essential role in DNA replication, Polα and Polε are required for other non-essential functions such as the maintenance of transcriptional silencing in yeast. In this alternative role, Polε is part of a mechanism that processes transcripts into siRNAs to reinstall transcriptional silencing [15]. In plants, mutants versions of Polα and Polε led to changes in histone marks, resulting in elevated *FT* expression together with increased flower homeotic gene expression, which produced early flowering and curly leaf phenotypes [11,16–19]. However, which genes are the primary targets of the defective-polymerase induced epigenetic changes remains unclear.

Unlike Polα and Polε, the role of the Polδ in epigenetic inheritance has not been addressed so far. Besides lagging strand synthesis, Polδ also participates in many other processes that repair DNA lesions required to protect genome integrity [20,21].

Reports in yeast and plants have shown that a reduction in the amount of Polδ leads to genome instability and hyperrecombination phenotypes [20–22]. In mammals, mutations in the proofreading domain of Polδ produce predisposition to cancer. For instance, a POLD1 S478N variant in human populations predisposes to colorectal tumors and endometrial cancer [23].

Although the fact that replicative polymerases are essential in most studied organisms, viable mutant alleles of *pola1* (At5g67100, encoding the catalytic subunit of Polα and *pole1* (At1g08260, encoding the catalytic subunit of Polε were isolated in multiple genetic screenings [11,16,18,19,24,25]. However, viable hypomorphic alleles of *POLD1* were not isolated so far, which may be due to its essential roles in DNA replication and repair. Here, we report the isolation of *gigantea suppressor 5* (*gis5*), the first plant *POLD1* viable mutant allele, which also proved to be thermosensitive. Under restrictive temperatures, the *gis5* allele led to early flowering and curly leaf phenotypes which were dependent on the *FT* gene but caused by overexpression of *SEP3*, which showed a correlation with increased trimethylation of Lysine 4 (H3K4me3) at the *SEP3* locus. These phenotypes mostly disappeared at permissive temperatures. Our findings reveal an unforeseen function of Polδ that may be linked to the correct establishment of transcriptionally active epigenetic marks during DNA replication.

## Results

### Isolation of *gigantea suppressor 5*

We performed a genetic screen for induced mutations that suppressed the late flowering phenotype of *gi-2* mutants, with the aim to isolate genes involved in the interaction between photoperiod and thermosensory pathways. One of the ethyl methanesulfonate (EMS)-induced mutations suppressed most of the *gi-2* late flowering phenotype under long days (LD) conditions and was named *gigantea suppressor 5* (*gis5*) (Fig. 1A). The *gis5* mutation also accelerated flowering in a wild type (WT) background (Fig. 1A) so we used *gis5* in this background in subsequent experiments. We also observed that in the WT background—but not in the *gi-2* background–, *gis5* displayed a curly leaf phenotype, reminiscent of *curly leaf* (*clf*) mutants [12]. Interestingly, the curly leaf phenotype depended on temperature, i.e.: it was strong at 24°C but disappeared at 18°C (Fig. 1B-C). We decided to evaluate whether the flowering phenotype of *gis5* mutants was also temperature-dependent. Under LD, the flowering phenotype of *gis5* mutants was relatively insensitive to temperature in the range 18–24°C (Fig. 1D). In stark contrast, the *gis5* early flowering phenotype was mostly suppressed when plants were grown at 18°C under short days (SD) (Fig. 1E).

**Fig 1:**
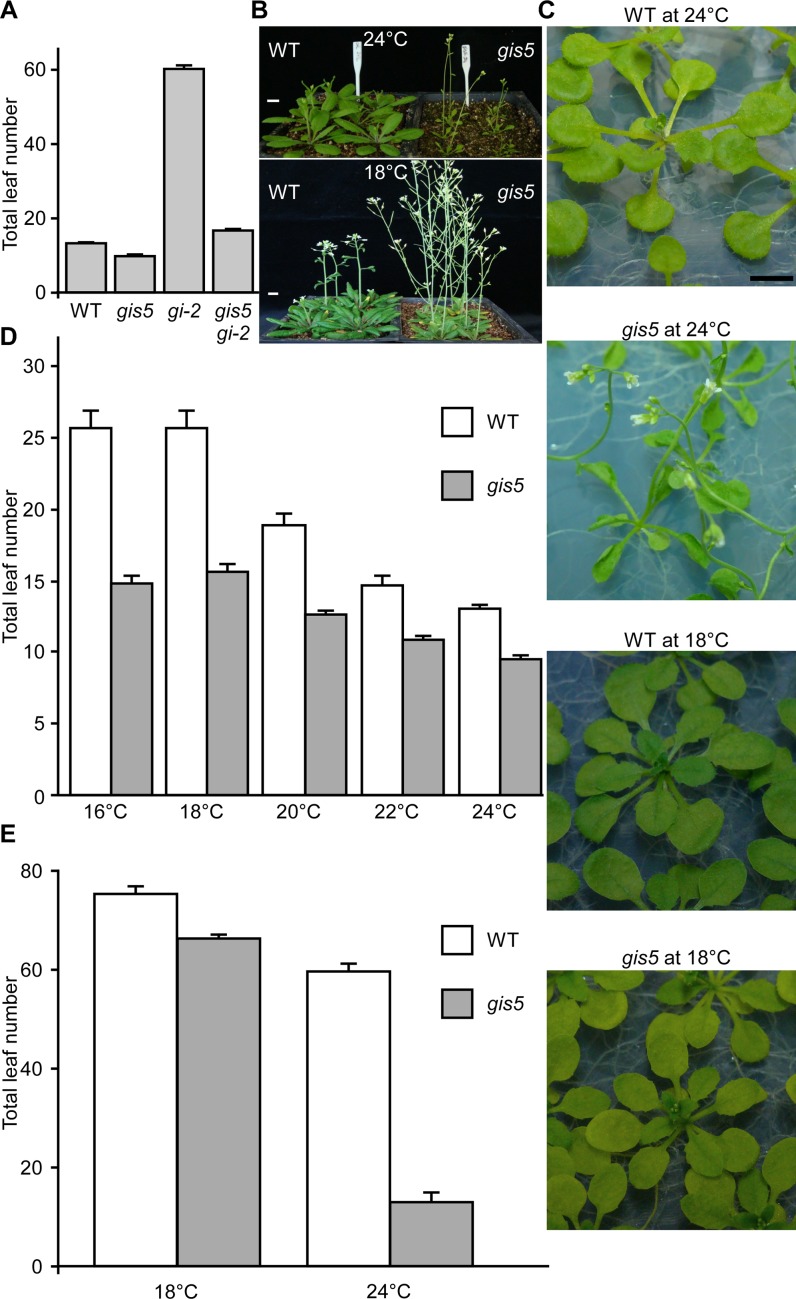
*gis5* phenotypes are temperature-dependent. (*A*) *gis5* mutants flower early. WT, *gis5* and *gi-2* single mutants and *gis5 gi-2* double mutant lines were grown under LD at 23°C. The total leaf number (cauline and rosette leaves) was recorded at the time of flowering. Bars represent the mean ± SEM of at least 12 plants for each genotype. (*B* and *C*) *gis5* mutants display a temperature-dependent curly leaf phenotype. WT and *gis5* mutants were grown under LD at the indicated temperatures either on soil (*B*) or MS agar plates (*C*) and photographed at flowering. Scale bar: 1 cm. (*D* and *E*) *gis5* mutants display a temperature-dependent early flowering phenotype under SD. WT and *gis5* mutants were grown under LD (*D*) or SD (*E*) at the indicated temperatures (abscissas) and flowering time was recorded as in (*A*). Bars represent the mean ± SEM of at least 12 plants for each genotype.

### *gis5* Encodes the Catalytic Subunit of the DNA Polymerase δ

We mapped *gis5* to a 120kb interval delimited by markers CER436434 and CER436454 (http://www.arabidopsis.org/browse/Cereon/index.jsp [26]) (Fig. 2A). We detected a C to T transition in the 18^th^ exon of the gene encoding the catalytic subunit of Polδ (*POLD1*, AT5g63960) which led to a A707V substitution (Fig. 2A). To confirm that the *gis5* mutation was the cause of the observed phenotypes, we complemented *gis5* mutants with a WT genomic fragment containing the complete *POLD1* gene with its own promoter and terminator sequences. Four independent transgenic lines, with single *locus* T-DNA insertions were evaluated and in all cases, the curly leaf phenotypes and the early flowering under both LD and SD were complemented to a high degree (Fig. 2B; S1A Fig.).

**Fig 2:**
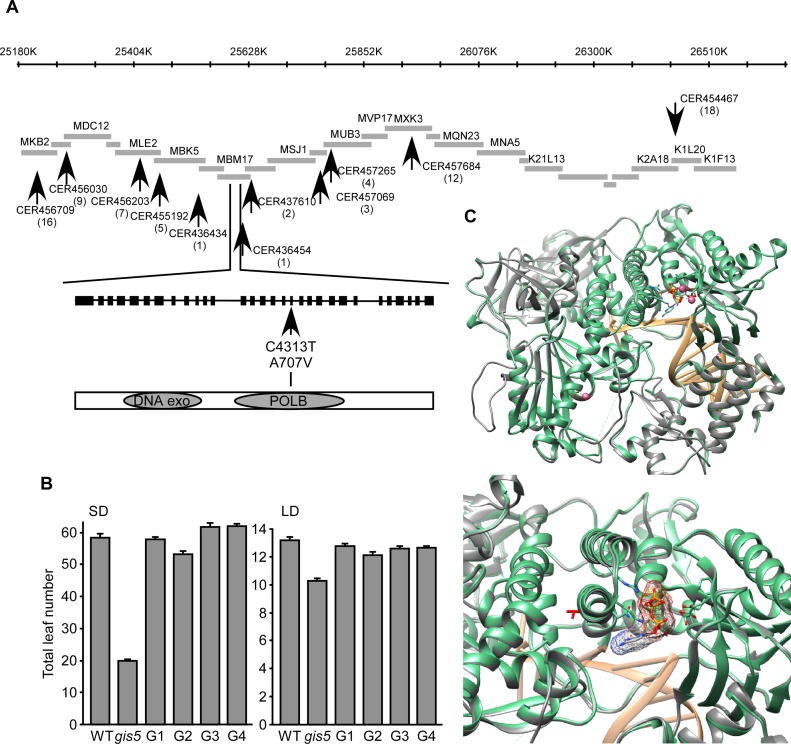
*gis5* affects the catalytic subunit of Polδ. (*A*) Positional cloning of *gis5*. Representation of a chromosome V interval, overlapping BACs and markers (arrows) used to screen for recombinants. The *gis5* interval is flanked by markers CER436434 and CER436454. A C>T transition was detected in the 18^th^ exon of the At5g63960 *locus* (*POLD1*) leading to an Ala to Val substitution in the catalytic subunit of Polδ. (*B*) The WT *POLD1* sequence complements *gis5* flowering phenotype. Four independent *gis5* transgenic lines (G1 to G4), bearing a WT fragment of *POLD1*, were grown under SD (left panel) or LD (right panel) conditions. Bars represent the mean ± SEM of at least 12 plants for each genotype. (*C*) Superposition of the structural model of the catalytic subunit of Polδ and the yeast pol3 (pdb code: 3IAY). The program “Modeller” Version 9.13 [62] was used to construct the model using the X-ray structure of pol3 [27] (Top panel). Ribbon representation of the yeast Pol3, the Arabidopsis Polδ model and the DNA colored in green, gray and light orange respectively. Shown as sticks: ligand 2'-DEOXYCYTIDINE-5'-TRIPHOSPHATE (orange), 3IAY residues contacting the ligand (green). Shown as pink spheres are the Ca ions. Bottom panel: A detailed view of the modeled Polδ V707 (red sticks), which shows that the lateral chain points in the opposite direction of the substrate binding pocket.

### The A707V Mutation May Affect Polδ Activity

The A707 residue is perfectly conserved in δ DNA polymerases from other eukaryotes (S1B Fig.). We modeled WT and mutant POLD1 using the yeast crystal structure of Pol3 as a template (PDB: 3IAY) [27]. Both proteins share 50% identity, which suggests that this particular model could be as accurate as one obtained from low resolution X-ray crystallography [28]. The A707V mutation is located in a α-helix from the finger domain (Fig. 2C) which interacts with the nucleotide substrate during DNA polymerization. Interestingly, the A707 does not interact directly with the substrate and the A to V substitution does not affect the protein structure in any obvious manner (Fig. 2C, lower panel). Further, the A707 residue is inaccessible to the solvent, suggesting that it is not directly involved in protein to protein interactions (Fig. 2C; S1C Fig.). As the yeast Polδ conformation changes upon substrate binding [29], we modeled POLD1 in both substrate-free (4FVM) and bound (4FYD) conformations using X-Ray models from POLA1 (29% identity) as references (S1C Fig.). The α-helix bearing the A707 is greatly displaced when comparing both models, suggesting that the α-helix moves during catalysis (S1C Fig.) and that the A707V substitution may affect POLD1 activity. This was further supported by the fact that Val is known to destabilize α-helices, when replacing Ala residues [30]. Hence, the *gis5* mutation might increase the finger instability at higher temperatures.

### The *gis5* Alelle Is Thermosensitive

We reasoned that if the observed temperature-dependent phenotypes were due to a defect in the activity of Polδ, then we should observe similar temperature dependence on other phenotypes not related to flowering. It has been previously shown that suppression of Polδ by RNAi triggers a DNA replication stress response, including an increase in Homologous Recombination (HR) [31]. Hence, we tested if *gis5* mutants displayed a DNA replication stress response and whether this response was temperature-dependent. Interestingly, the mRNA levels of *BRCA1* and *RAD51*, two genes involved in HR, increased at 24°C in the *gis5* mutant, but only relatively weak effects were observed at 18°C (Fig. 3A). To evaluate if these changes promoted HR, we used HR reporter lines that bear halved fragments of GUS reporter genes which are reconstituted after HR events [31]. We quantified HR events, seen as blue dots after X-Gluc staining, and observed that HR events were relatively few at 18°C and greatly increased in *gis5* mutants (more than 100-fold) by growing plants at 24°C (Fig. 3B; S2 Fig.).

**Fig 3:**
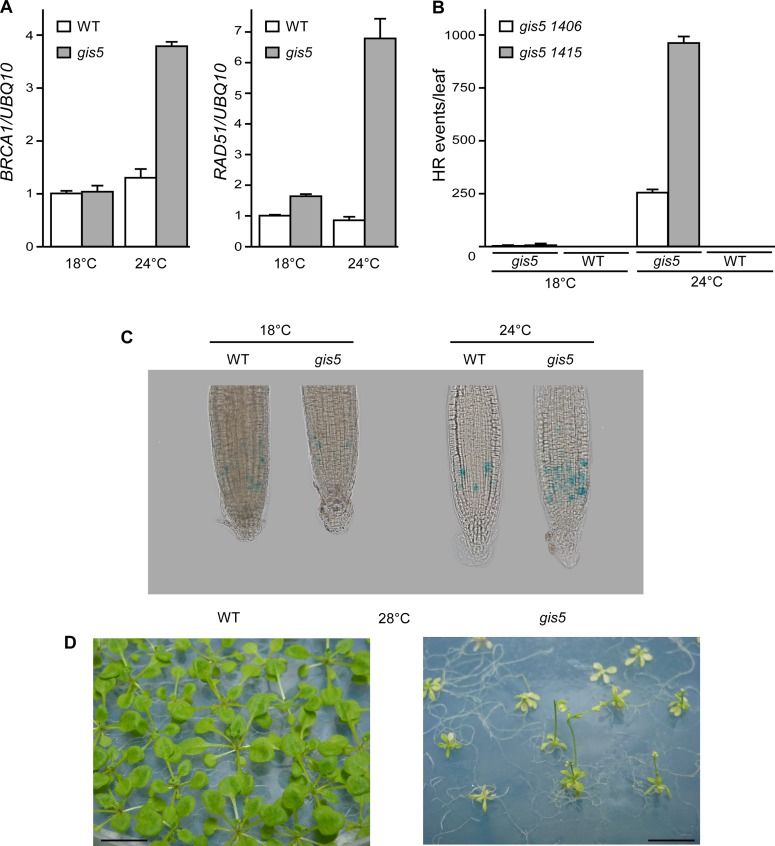
The *gis5* allele of the catalytic subunit of DNA polymerase δ is thermosensitive. (*A*) The *gis5* mutants display a DNA replication stress response only at higher temperatures. WT and *gis5* mutant plants were grown for 10 days under continuous light at either 18°C or 24°C. Total RNA was extracted and *BRCA1* and *RAD51* transcripts quantitated by Reverse Transcriptase-PCR (qRT-PCR) relative to *UBQ10* mRNA In each panel, WT mRNA levels at 18°C were scaled to one. Bars represent the mean ±SEM of 3 independent biological replicates, each replicate analyzed in triplicate. (*B*) Homologous Recombination (HR) increases in *gis5* mutants in a temperature-dependent manner. The *gis5* mutant was crossed with HR reporter lines bearing either direct (1415) or inverted (1406) tandem repeats of a disrupted GUS gene [31]. The repeats overlapp by 618 bp and a recombination event restores GUS activity. WT and *gis5* mutants bearing the reporter constructs were grown in LD at either 18°C or 24°C. Fully expanded 1^st^ pair-leaves were fixed, stained with X-Gluc and photographed. Dots (HR events) were quantified as described in Materials and Methods. (*C*) *gis5* mutant cells are delayed in the G2-M transition. A *PCycB1;1*:*GUS* reporter line [32] was introduced into *gis5* mutants by crossing. Seven day old seedlings grown on LD and vertical MS agar plates at either 18 or 24°C were fixed and stained with X-gluc as described in Materials and Methods. (*D*) *gis5* mutants do not complete their life cycle at 28°C. WT (left) and *gis5* (right) mutants were grown on MS media at 28°C under LD and photographed at flowering.

To further test if problems in DNA replication appeared at higher temperatures we introduced a *pCYCB1–1*:*GUS* reporter line in *gis5* mutants. This reporter is used to reveal cells in late G2 phases [32]. The number of GUS stained cells increased in *gis5* roots, but only at 24°C, thus suggesting that, at higher temperatures, defects in DNA replication accumulated in *gis5* cells and demanded more time for HR-dependent repair during the G2/M transition (Fig. 3C).

We reasoned that if the *gis5* allele were thermosensitive, further increasing temperature above 24°C would impair development. *gis5* mutants grown at 28°C were severely affected, resembled dwarfed plants that did not set seeds and eventually died even in axenic culture (Fig. 3D).

### FT Acts Downstream of the *gis5* Mutation

To evaluate which flowering pathways are affected by the *gis5* mutation, we investigated the epistatic relationships between *gis5* and those mutations affecting the photoperiod, autonomous and vernalization pathways (Fig. 4A-B).

**Fig 4:**
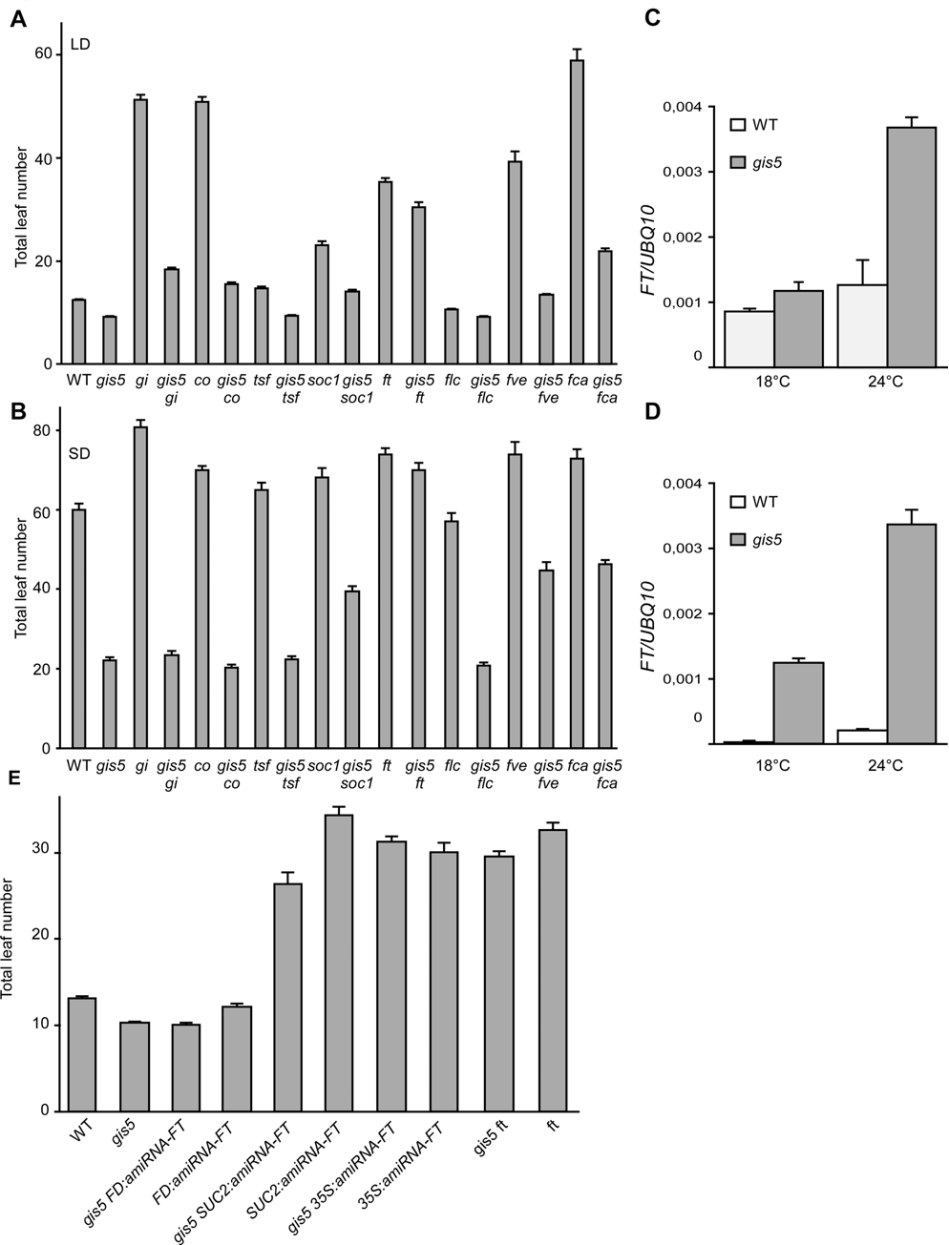
*FT* is required for *gis5* early flowering. (*A*-*B*) Loss of *FT* function suppresses most of *gis5* early flowering phenotype. Plants of the genotypes indicated on the abscissa were grown under LD (*A*) or SD (*B*) at 23°C and flowering recorded as in Fig. 1A. Bars represent the mean ± SEM of at least 12 plants for each genotype. (*C*-*D*) The increase in *FT* expression is temperature-dependent in *gis5* mutants. WT and *gis5* mutant plants were grown for 10 days under continuous light at either 18°C or 24°C (*C*), or for 21 days under SD at either temperature. Plants grown under SD were harvested at the end of the photoperiod. Total RNA was extracted and *FT* transcripts quantitated by qRT-PCR relative to *UBQ10* mRNA. Bars represent the mean ±SEM of 3 independent biological replicates, each replicate analyzed in triplicate. (*E*) Phloem specific *FT* expression is required for *gis5* early flowering. *gis5* mutants were crossed to transgenic lines bearing artificial microRNAs against *FT* expressed under specific promoters (*FD* for apical meristem specific expression, *SUC2* for phloem specific expression and *35S* for high and constitutive expression [3]. These genotypes and the corresponding controls (indicated on the abscissa) were grown under LD at 23°C and flowering recorded as in Fig. 1A. Bars represent the mean ± SEM of at least 12 plants for each genotype.

Mutations in the photoperiod pathway *co-9* and *gi-2* did not suppress *gis5* early flowering phenotype under both LD and SD conditions, suggesting that *gis5* is acting either downstream of these genes in the photoperiod pathway or in a parallel pathway (Fig. 4A-B).

The effects of autonomous and thermosensory pathways mutations [33], *fve-3* and *fca-9*, were mostly additive to *gis5* and the double mutants showed intermediate flowering phenotypes, suggesting that *gis5* affects parallel pathways to those affected by *fve-3* and *fca-9* (Fig. 4A-B).

FLC acts downstream of the vernalization and autonomous pathways. The *gis5* mutation produced a decrease in *FLC* mRNA levels in WT and *fca-9* backgrounds which could indicate that *gis5* might control flowering through the levels of *FLC* transcripts (S3A Fig.). Notwithstanding, *gis5* mutants flowered much earlier than *flc* mutants, especially in SD (Fig. 4A-B), and the *flc* mutation did not further accelerate flowering in the *gis5* background, suggesting that *gis5* was acting mostly downstream of FLC. Hence, a role for FLC in *gis5* early flowering seemed minor in the Col background used here, but may be more important in vernalization requiring accessions. Interestingly, the *ft* mutation suppressed most of the *gis5* early flowering phenotype under both LD and SD (Fig. 4A-B), suggesting that FT acts downstream *gis5*. A mutation in the other flowering integrator gene, *suppressor of overexpression of constans 1* (*soc1*), resulted in an intermediate effect when evaluated in the *gis5* background, which is consistent with *SOC1* being one of the downstream targets of FT [34]. A mutation in a third integrator gene, *twin sister of ft* (*tsf*), showed marginal effects in our conditions in *gis5* and WT genetic backgrounds. Together, these results suggested that FT could be downstream of *gis5* and prompted us to measure *FT* mRNA levels. *FT* was highly expressed in the *gis5* background in both continuous light and SD (Fig. 4C-D). Further, the expression of *FT* was highly dependent on temperature in the *gis5* mutant background.

To test if ectopic or tissue specific overexpression of *FT* was related to the *gis5* phenotype, we evaluated the pattern of expression of the β-glucuronidase (GUS) reporter gene under the *FT* promoter [6]. GUS expression in *gis5 P8*.*1kbFT*:*GUS* plants was limited to the vascular tissue and was not detected in the apical meristem (S3B Fig.). These results, together with qRT-PCR data (Fig. 4C-D), show that *FT* is overexpressed in vascular tissue in *gis5* mutants. To test if this overexpression is functional, we used artificial microRNAs directed against *FT* mRNA, as previously reported [3]. When artificial microRNAs were expressed under the companion-cell specific promoter *SUC2*, the early flowering of *gis5* was greatly suppressed, while expression under the apical meristem specific *FD* promoter had no effect in the *gis5* mutant background (Fig. 4E). These results taken together showed that *FT* overexpression within vascular tissue was necessary for the *gis5* early flowering phenotype and were also consistent with the curly leaf phenotype observed in strong *FT* overexpressors [35].

Despite the fact that high expression of *FT* could explain both the temperature dependence and the leaf and early flowering phenotypes of *gis5* mutants, the underlying mechanism was unclear.

### High Expression Levels of *SEP3* Are Temperature Dependent and Mostly FT-Independent in the *gis5* Mutant

The data presented above show that *FT* acts downstream *gis5* and is also necessary for the expression of *gis5* early flowering and curly leaf phenotypes. However, how a mutation in Polδ produced such effects was still unclear. 

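The transcriptome of *gis5* mutants, which carry a point mutation in the gene for the catalytic subunit of DNA polymerase δ (*POLD1*) and had been backcrossed to WT 4 times, was compared with that of WT (Columbia) seedlings on Affymetrix ATH1 arrays. RNA came from 10-d-old seedlings grown under continuous light, in 3 biological replicates of each genotype, with 1 array per replicate and 6 arrays in all. The methods give a growth temperature of 24°C, and the description of the deposited series and the heading of S1 Table give 23°C. Each array holds 22810 probe sets, of which 64 are Affymetrix controls and 22746 were tested. The deposited values are linear signal intensities for which the labels name MAS5, scaled so that the mean of each array after trimming 2% at either end is about 500. The values in S1 Table come from RMA, a different summary of the same arrays, so that signals and ratios given here are not on the scale of that table. The median signal was 187, 191 and 185 on the *gis5* arrays and 178, 174 and 182 on the WT arrays, a range of 9.53% that was left unscaled. Correlations between arrays on the log2 scale lay between 0.958 and 0.974. The ratio of 3′ to 5′ signal of the actin control, a sign of RNA quality, was 4.54, 4.99 and 4.39 in *gis5* and 3.30, 5.29 and 6.42 in WT.
Signals were analysed as log2(signal + 16), which understates the change of dim probe sets, with limma over all 6 arrays and Benjamini-Hochberg adjustment over all 22746 probe sets. Unadjusted p-values are given beside these, alone or as part of the thresholds of the methods (p under 0.05 and a log2 ratio of at least 1 in size). With 3 arrays against 3, the number of arrays limits the precision, and an exact permutation test of one probe set cannot go below a p of 0.1. Probe sets were named through the annotation of the array and the TAIR10.1 gene table, which gave 13436 of them a single gene, and 77 more were named by the annotation alone. Another 503 match several genes and were left out of gene lists, 851 were named only through S1 Table, and 7879 stayed unnamed. S1 Table was read in its first 1996 of 22810 rows, which are ordered by the size of the difference, so a gene named only through it had already been singled out for a large difference. Gene lists are therefore incomplete, and their counts are not independent evidence of a direction. In counts adjusted over the list alone, members without a named probe set were counted as not passing.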

To obtain an insight on the mechanisms, we performed a microarray analysis to study the transcriptome of *gis5* mutants to investigate if other factors could be acting upstream *FT* and be direct targets of the *gis5* allele. The genes were ordered based on the effect of *gis5* on their expression. 

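Of 49 genes of the photoperiod, autonomous, vernalization, age and integrator pathways of flowering, 14 had a named probe set, and none of these passed an adjusted p of 0.05 in limma, over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05, 4 of the 14 were higher in *gis5* and 2 were lower, and 3 met the thresholds of the methods, all of them higher. *FT* (AT1G65480), which encodes the mobile floral signal, had a signal of 215 ± 24.2 (SD, n = 3) in *gis5* and 92.7 ± 29.4 (SD, n = 3) in WT. This is a log2 ratio of 1.12 (standard error 0.24, adjusted p = 0.24 from limma), with every *gis5* array above every WT array. *FD* (AT4G35900), the bZIP partner of FT, had a log2 ratio of 1.11 (standard error 0.36, adjusted p = 0.45) from a dim mean signal of 40.8 in *gis5* and 9.94 in WT, with 1 *gis5* array below the highest WT array. With a pseudocount of 64 the log2 ratios of *FT* and *FD* were 0.84 and 0.49, below 2-fold, and with a pseudocount of 1 that of *FD* was 2.099. Without WT replicate 3 they were 0.89 and 0.98. The members with lower signals included *CDF1* (AT5G62430), a repressor of *CO*, at a log2 ratio of −0.69 (adjusted p = 0.32), and *SNZ* (AT2G39250), an AP2-like repressor of flowering, at −0.57 (adjusted p = 0.44). The floral repressor *FLC* (AT5G10140) had a signal of 249 ± 37.0 in *gis5* and 408 ± 151 in WT, a log2 ratio of −0.63 (adjusted p = 0.57), with 2 of the 3 *gis5* arrays below every WT array, and without WT replicate 1 it was −0.36. *GI* (AT1G22770) differed by 0.09 (adjusted p = 0.88), and by between 0.05 and 0.17 when 1 array was left out. Over the 7 members named independently of S1 Table, camera gave an adjusted p of 0.75 (adjusted p = 0.76 with an estimated correlation). With a trended and robust variance, *FT* reached an adjusted p of 0.0457 and 3 members passed when adjusted over the list alone. *CO*, *SOC1*, *TSF*, *FCA* and *FVE* are among the 35 genes of the list that were not analysed here.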

Only a few flowering genes were found among the upregulated and downregulated genes. *SEP3* was at the top of the list, which also included *SEP1* and *SEP2* (S1 Table). 

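*SEP3* (AT1G24260), a MADS-box gene of floral organ identity, had the largest log2 ratio of all 22746 probe sets. Its signal was 732 ± 189 (SD, n = 3) in *gis5* and 47.6 ± 10.0 (SD, n = 3) in WT, a log2 ratio of 3.53 (standard error 0.24), and it was the only probe set with an adjusted p under 0.05 (adjusted p = 0.0476 from limma). *SEP1* (AT5G15800) ranked at 2, with a signal of 261 ± 38.6 in *gis5* and 11.9 ± 12.2 in WT and a log2 ratio of 3.39 (standard error 0.32, adjusted p = 0.0565). *SEP2* (AT3G02310) ranked at 9, with a signal of 112 ± 20.4 in *gis5* and 6.78 ± 8.44 in WT and a log2 ratio of 2.53 (standard error 0.28, adjusted p = 0.0846). For each of these 3 genes, every *gis5* array was above every WT array.
Of 23 floral MADS-box and related genes, 12 had a named probe set and all 12 had a positive log2 ratio. Only *SEP3* passed over all probe sets. Adjusted over the list alone 4 rose, namely the 3 *SEP* genes and *AG* (AT4G18960), the class C floral organ gene, at a log2 ratio of 0.91 (standard error 0.25, adjusted p = 0.36 over all probe sets), none fell, and 8 did not pass. *AGL19* (AT4G22950), an activator of flowering, had a log2 ratio of 1.25 (adjusted p = 0.47), and *AGL42* (AT5G62165) one of 0.76 (adjusted p = 0.47). Over the 5 members named independently of S1 Table, camera gave an adjusted p of 0.0281 (adjusted p = 0.28 with an estimated correlation). The test fry, which asks whether the members move one way on balance, gave an adjusted p of 0.0587. Of these 5, *AGL71* and *AGL72* had mean WT signals of 2.44 and 3.57, near the lowest the arrays give. The WT arrays of *AGL19* read 52.7, 33.1 and 5.26.

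**Figure D1:**
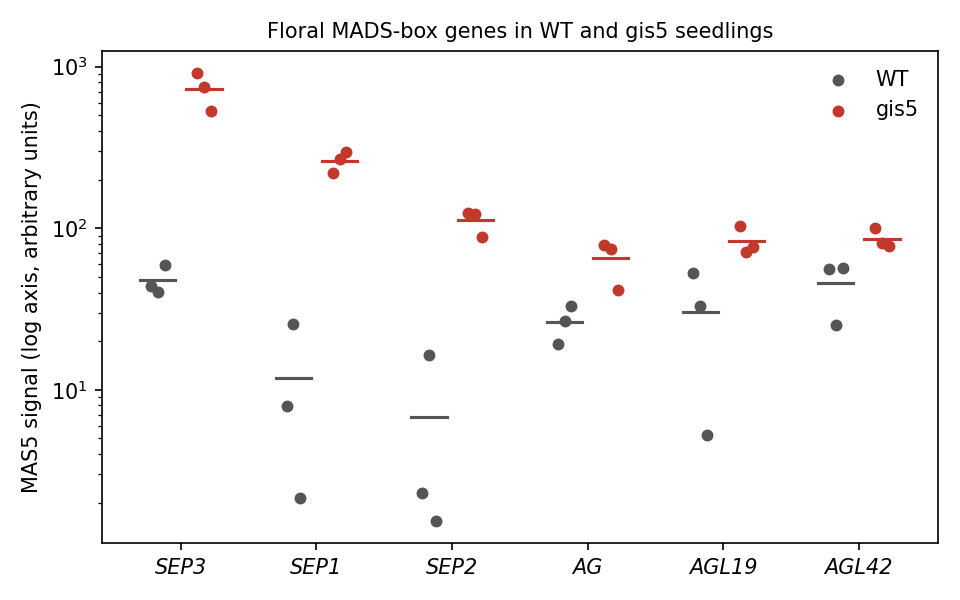
MAS5 signal, on a log axis and in arbitrary units, of 6 MADS-box genes on each of the 3 WT (grey) and 3 *gis5* (red) arrays, with short lines for the group means. For *SEP3* the *gis5* arrays lie between 534 and 909 and the WT arrays between 40.2 and 59.0.

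The WT signals of *SEP1* and *SEP2*, close paralogs whose probe sets are open to cross-hybridization, were near the lowest the arrays give, so the size of their ratios depends on the constant added before the log. Leaving out any 1 of the 6 arrays ended the call of *SEP3* (adjusted p between 0.0800 and 0.24), as did the replicate number as a block (adjusted p = 0.31), a variance without moderation (adjusted p = 0.25) and a pseudocount of 1 (adjusted p = 0.11), while its log2 ratio stayed between 3.36 and 3.74 without any 1 array. The call held in 8 of 17 alternatives, among them the probe sets above the median signal tested alone (adjusted p = 1.2e-06), a trended and robust variance (adjusted p = 2.6e-07) and a pseudocount of 64 (adjusted p = 0.0013). From the place of *SEP3* in this list, together with reports that its overexpression accelerates flowering and leaf curling and that it can act upstream of *FT*, the paper went on to measure the *SEP* genes across photoperiods and temperatures.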

Intriguingly, it has been reported that *SEP3* overexpression accelerates flowering and leaf curling [36–38]. Further, a recent report has shown that *SEP3* can act also upstream of *FT* and that both genes mutually regulate each other in a positive manner [38]. Hence, we decided to evaluate the expression of *SEP* genes under different photoperiod and temperature conditions in *gis5* mutants. *SEP1*, *SEP2* and *SEP3* mRNAs were expressed at very high levels in the *gis5* mutants under continuous light, and this effect was highly dependent on temperature (Fig. 5), which correlates well with the phenotype of *gis5* mutants.

**Fig 5:**
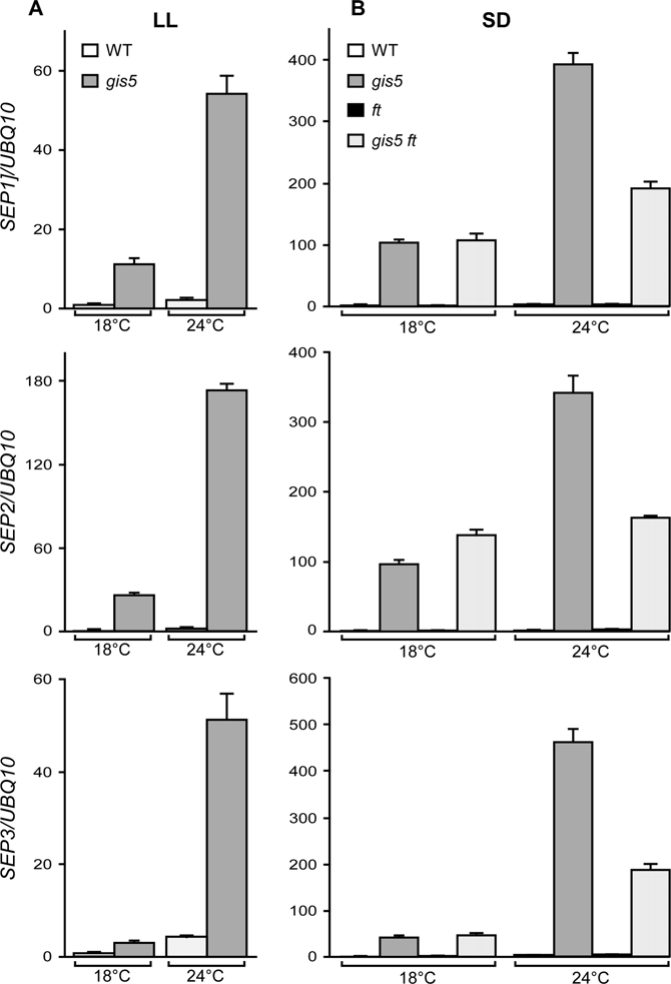
The expression of *SEP* genes increases in a temperature-dependent way in *gis5* mutants. (*A*-*B*) WT and *gis5* mutant plants were grown for 10 days under continuous light (*A*) at either 18°C or 24°C, or for 21 days under SD (*B*) at either temperature, together with *ft* and *gis5 ft* mutant lines. Plants grown under SD were harvested at the end of the light period. Total RNA was extracted and *SEP* transcripts quantitated by qRT-PCR relative to *UBQ10* mRNA. In each panel, WT mRNA levels at 18°C were scaled to one. Bars represent the mean ±SEM of 3 independent biological replicates, each replicate analyzed in triplicate.

As FT was reported to act upstream of *SEP3* in a thermosensory pathway [39], the temperature-dependence of *gis5* phenotypes could be due to the amplification of an underlying response to temperature. We reasoned that under SD conditions and low temperatures (18°C), *SEP3* expression should be independent of both the photoperiod and the thermosensory pathways; in contrast, under elevated temperatures (24°C) the thermosensory pathway would increase *SEP3* expression in an FT-dependent manner. Hence, we also tested the expression of *SEP* genes in plants grown in SD in the *ft* mutant background. The three *SEP* genes were affected by the *ft* mutation in the *gis5* background only at 24°C and their expression dropped by about 50% in the double *gis5 ft* mutants (Fig. 5B), which is consistent with *SEP3* acting downstream FT in the thermosensory pathway [39]. However, the expression of *SEP* genes was highly elevated (30 to 100 fold) in the double *gis5 ft* mutants with respect to *ft* single mutants, revealing an FT-independent effect on *SEP* gene expression in *gis5* plants. Interestingly, despite the high expression levels of *SEP3* in *gis5* plants, FT was still required for early flowering (Fig. 4). Among the *SEP* genes, *SEP3* showed the strongest temperature response in the *gis5 ft* double mutants (4.4 fold), *SEP1* showed a partial response (1.7 fold) and *SEP2* showed no response to temperature. Taken together, these results suggested that at higher temperatures the *gis5* mutation might cause increased *FT* expression and curly leaf as well as early-flowering phenotypes by elevating *SEP3* expression.

### Active Chromatin Marks in the *SEP3* Locus Increase in *gis5* Mutants in a Temperature-dependent Manner

Since the *SEP3* locus was shown to be actively repressed by H3K27me3 marks [40], we evaluated if the V707A mutation in Polδ could affect histone marks in the *SEP3* locus in a manner that is dependent on the temperature. We performed chromatin immunoprecipitation (ChIP) experiments to quantify H3K27me3, H3Ac and H3K4me3 enrichment at the *SEP3* locus in WT and *gis5* mutants grown at either 18 or 24°C. We did not find changes in H3K27me3 marks enrichment but a significant enrichment (about 5-fold) in H3K4me3 marks, which peaked in the first intron of *SEP3* and decreased towards the 3´end (Fig. 6, top right panel, S4 Fig. and S7 Fig.). Importantly, this enrichment in H3K4me3 marks on the *SEP3* locus was also dependent on temperature, showing a correlation with expression data (Fig. 5, lower left panel, Fig. 6, top panels, and S4 Fig.). H3Ac also increased in a temperature-dependent way and more likely reflects the increased transcriptional activity at the *SEP3* locus [41].

**Fig 6:**
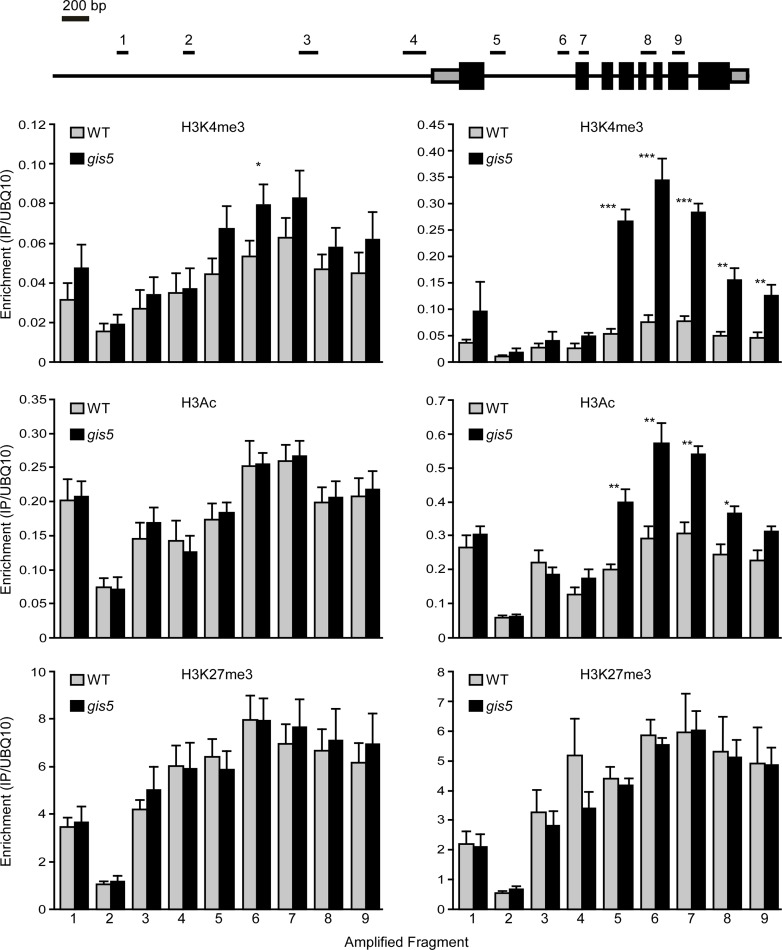
The *SEP3* locus is enriched in H3K4me3 and H3Ac in a temperature dependent manner. WT and *gis5* mutant plants were grown for 10 days under continuous light at either 18°C or 24°C. Enrichment in H3K4me3, H3Ac and H3K27me3 was determined by ChIP followed by qRT-PCR of the fragments depicted in the top panel. Data was relativized to a UBQ10 fragment (see S4 Fig. for data presented as a fraction of input). Bars represent the mean ± SEM of 5–6 independent biological replicates.

Since mutations in Polα and Polε were proposed to affect histone mark deposition at *FT* and *FLC loci* [11,16,17,19], we decided to study the deposition of histone modifications at both *loci*, in the WT and *gis5* mutants at both 18 and 24°C. Despite higher *FT* mRNA and lower *FLC* mRNA levels in *gis5* mutants, ChIP against H3Ac, H3K4me3 and H3K27me3, followed by qPCR of locus-specific fragments, did not reveal temperature-dependent changes at both the *FT* and *FLC* loci, except for a marginal increase in H3K4m3 at the *FT* locus which was not statistically significant (S5 Fig., S6 Fig. and S7 Fig). These results supported the notion that the *SEP3* locus was a primary target of a *gis5*-produced epigenetic modification.

### The *gis5* Phenotype Depends on a *SEP3-FT* Feedback Loop in Phloem Tissue

To test if the elevated *SEP3* expression could be the cause of the early flowering and curly leaf phenotypes of *gis5* mutants, we suppressed *SEP3* expression in the *gis5* background using artificial microRNAs. Transgenic *gis5* lines bearing artificial microRNAs against *SEP3* showed low *SEP3* expression, decreased *FT* expression, later flowering and plain leaves (Fig. 7; S5A Fig.). On the contrary, microRNAs against *SEP1* did not show a significant effect on their own and subtle effects (if any) when coexpressed together with a microRNA against *SEP3* (Fig. 7A). Further, expression of a microRNA against *SEP3* under the phloem specific promoter *SUC2* led to a suppression of both early flowering and curly leaf phenotypes (Fig. 7) while the same microRNA under the FD promoter did not show any effect (Fig. 7C).

**Fig 7:**
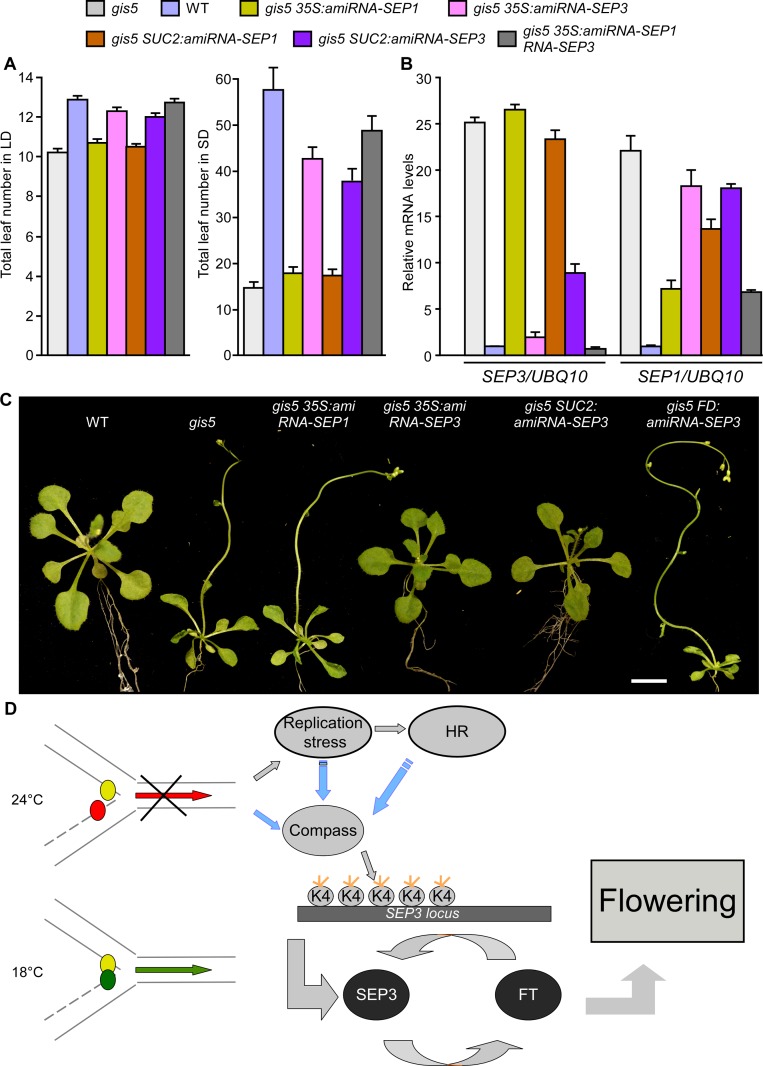
High levels of *SEP3* expression are required for *gis5* early flowering and leaf phenotype. (*A*) *SEP3* downregulation delays flowering in *gis5* mutants. Plants of the genotypes indicated in coloured bars were grown under either LD (left panel) or SD (right panel) at 23°C. The total leaf number (cauline and rosette leaves) was recorded at the time of flowering. Bars represent the mean ± SEM of at least 12 plants for each genotype. (*B*) *SEP3* and *SEP1* mRNA expression levels were determined in the same genotypes shown in (*A*) as described in Fig. 5. Bars represent the mean ± SEM of 3 independent biological replicates, each replicate analyzed in triplicate. (*C*) *SEP3* downregulation suppresses *gis5* curly leaf phenotype. Plants of the indicated genotypes were grown under LD at 23°C and photographed at flowering stages. Scale bar: 1 cm. (*D*) A model explaining the temperature-dependent effect of the *gis5* allele. The replication fork is represented and works normally at 18°C (green arrow) but is stalled at 24°C (red arrow). Small colored circles represent Polε (leading strand) and Polδ (lagging strand). At higher temperatures Polδ is delayed (red circle), triggering a DNA replication stress response and increased H3K4me3 at the *SEP3* locus which participates in a positive feedback loop with *FT* to induce flowering and the curly leaf phenotype. Blue arrows indicate tentative relationships, not tested yet. The Compass complex was tentatively included because of its role in H3K4me3 establishment. Orange short lines represent trimethylation in H3K4.

These pieces of evidence strongly support the notion that increased H3K4me3 marks on the *SEP3* locus and concomitant overexpression in phloem tissue are the main cause of the early flowering and leaf phenotypes of the *gis5* mutants. Conversely, the DNA replication stress response in *gis5* mutants was independent of *SEP3* expression levels, since the expression of HR marker genes *BRCA1* and *RAD51* in *gis5* background was not suppressed by suppressing *SEP3* expression (S8B Fig.). These results strongly suggest that the DNA replication stress response is activated upstream *SEP3* in *gis5* mutants and it is not a byproduct of accelerated development.

The *FLC* expression levels were lower in *gis5* mutants and interestingly, these effects were also independent of SEP3 (S8A Fig.) suggesting that FLC might have a minor SEP3-independent role in *gis5* early flowering.

The results shown above are consistent with a model where a decrease in Polδ activity in *gis5* mutants at higher temperatures leads to an increase in the expression of *SEP3*, resulting in a feedback loop with *FT* in vascular tissue to induce flowering and curly leaves phenotypes (Fig. 7D).

Despite *SEP3* overexpression can account for the *gis5* phenotypes tested here, it remains unclear whether the *gis5* mutation leads to H3K4me3 increases in other *loci*. 

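Outside the gene lists, the probe sets with large log2 ratios named here, after their values were seen, were for genes of several functions. Members of other lists also had large ratios, such as the DNA damage response genes *TK1A* at rank 16, *SMR4* at 17 and *PARP2* at 20. AT5G60250, which ranked at 4, had a log2 ratio of 2.85 (standard error 0.58). The sugar transporter gene *SWEET10* (AT5G50790) had 2.61 (standard error 0.35), the amino acid transporter gene *UMAMIT14* (AT2G39510) had 2.59 (standard error 0.33), and AT3G28500 had 2.57 (standard error 0.30). *OSM34* (AT4G11650), an osmotin-like gene, went from a signal of 411 ± 124 (SD, n = 3) in WT to 1367 ± 355 (SD, n = 3) in *gis5*. On the side of the decreases, *MYB47* (AT1G18710) had a log2 ratio of −1.80 (standard error 0.23), AT3G28220 one of −1.63 (standard error 0.21), with a signal of 580 ± 143 in *gis5* and 1805 ± 194 in WT, and *SSP5* (AT5G11860) one of −1.51 (standard error 0.21). In all of these genes outside the lists, every *gis5* array lay apart from every WT array. Chance gives this for 10% of probe sets in 3 against 3. None of these genes passed an adjusted p of 0.05 in limma over all probe sets.
In the deposited MAS5 signals, a difference of at least 2-fold was seen for 526 probe sets, 375 higher and 151 lower in *gis5*. Of these, 437, 314 higher and 123 lower, also had an unadjusted p under 0.05 from limma. The paper's own count comes from RMA values, a different summary of the same arrays. The excess of increases was smaller with the arrays centred on their medians, which gave 290 higher and 222 lower at 2-fold and 252 higher and 184 lower at the thresholds of the methods. Without WT replicate 1 these counts were 576 and 194, and 470 and 158, and without WT replicate 2 they were 506 and 351, and 406 and 277. After adjustment over all probe sets 1 was left, and 54 had an adjusted p under 0.10, 43 higher and 11 lower. Of the 437 probe sets, 91.1% had a mean signal below the median of all probe sets. When the probe sets above that median were tested alone, 41 met the thresholds of the methods and 97 had an adjusted p under 0.05, 71 of them higher and 26 lower, among them AT3G28220 (adjusted p = 0.00069), *SSP5* (adjusted p = 0.0012) and *OSM34* (adjusted p = 0.0031). A pseudocount of 64 gave 60 probe sets at 2-fold and 43 at an adjusted p under 0.05, and a pseudocount of 1 gave 2662 and 0.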

Our microarray results showed that the expression of only 81 genes changed by at least two-fold in the *gis5* mutant with respect to the WT, suggesting that the effects of the *gis5* allele are restricted at most, to a relatively small number of *loci*. To test if other *loci* displayed changes in H3K4me3 levels, we performed ChIP experiments with a subset of genes selected from the microarray, *SEP1*, *PCC1*, and *ASN*. Both *SEP1* and *PCC1* were highy expressed (S1 Table) and also displayed a temperature-dependent increase in H3K4me3 levels (S9 Fig.), whereas *ASN* was downregulated and did not display increased H3K4me3 levels (S9 Fig.). These results show that the *gis5* allele might affect other loci diffetent from *SEP3* which may account for other phenotypes not evaluated here.

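*PCC1* (AT3G22231), a gene regulated by pathogens and the circadian clock, had a signal of 1593 ± 335 (SD, n = 3) in *gis5* and 164 ± 45.8 (SD, n = 3) in WT. This is a log2 ratio of 3.17 (standard error 0.26), at rank 3 of all probe sets, with an adjusted p of 0.0565 from limma over all probe sets. *ASN1* (AT3G47340), which encodes a glutamine-dependent asparagine synthetase induced by darkness and low sugar, had a signal of 216 ± 179 in *gis5* and 534 ± 165 in WT, a log2 ratio of −1.60 (standard error 0.68, adjusted p = 0.55). Its *gis5* arrays read 204, 400 and 43.8, far apart from each other, and without *gis5* replicate 3 it was −0.82.
*PCC1* belongs to a list of 30 genes of salicylic acid synthesis, signalling and response, of which 14 had a named probe set. All 14 had a positive log2 ratio, none passed over all probe sets, and adjusted over the list alone 6 rose, none fell and 8 did not pass. The 6 were *PCC1*, *LURP1* (AT2G14560) at a log2 ratio of 2.69 (standard error 0.38), *WAK1* (AT1G21250), a wall-associated kinase gene, at 1.80 (standard error 0.16), the beta-glucanase gene *PR2* (AT3G57260) at 1.38 (standard error 0.27), *ACD6* (AT4G14400) at 1.12 (standard error 0.26) and *EDS5* (AT4G39030), a gene of salicylic acid synthesis, at 0.68 (standard error 0.18). Without *gis5* replicate 2, or without *gis5* replicate 3, 3 of the list passed. *ASN1* belongs to 8 genes induced by sugar starvation, of which 4 had a named probe set, all with a negative log2 ratio and none past 0.05 adjusted over the list alone. Among them *DIN1* (AT4G35770), a senescence-associated gene, had a log2 ratio of −1.27 (adjusted p = 0.45) and *DIN10* (AT5G20250) one of −0.64 (adjusted p = 0.55). The 4 were all named through S1 Table, as were 11 of the 14 salicylic acid genes.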

## Discussion

Here we describe the isolation of a novel flowering mutant, *gis5*, which flowers early and displays curly leaves. These phenotypes are due to an A707V substitution in the catalytic subunit of the Arabidopsis Polδ encoded by the *POLD1* gene. Null *POLD1* alleles are embryo lethal (http://www.seedgenes.org/ [31]). To our knowledge, *gis5* is the first hypomorphic and viable allele to be isolated and, interestingly, it is thermosensitive. This is supported by the weak phenotypes of *gis5* mutants grown at 18°C, the strong early flowering and curly leaf phenotypes of plants grown at 24°C and the lethality of plants grown at 28°C. Further, the *gis5* mutation also produced a DNA replication stress response and an increase in HR which were also temperature-dependent. It is likely that at 18°C both Polε and Polδ advance in the replication fork in a coordinated manner. At 24°C the lower activity of the *gis5* allele would lead to larger single strand DNA stretches and eventually to DSB and increased HR, which is the mechanism to repair DSB [20]. Genetic instability was previously reported in Arabidopsis lines with low *POLD1* expression levels [31]. However, defects in epigenetic inheritance were not observed in those RNAi lines and transcriptomic analysis in those lines did not reveal changes of importance. These results, together with our data suggest that the *gis5* effects on epigenetic inheritance might result from a specific change in Polδ behavior rather than just decreased levels.

In a previous report, the incorporation of H2AZ to nucleosomes was proposed to be a mechanism of temperature perception, and its failure led to early flowering [42]. It is unlikely that a similar effect in temperature responsiveness is occurring in *gis5* mutants because the genes misexpressed in *gis5* mutants do not overlap with those misexpressed in mutants that fail to incorporate H2AZ [42]. Only one out of ten of the temperature responsive markers followed up by Kumar & Wigge (2010) showed a significant change in our microarray data of *gis5* mutants.

The early flowering and curly leaves phenotypes of *gis5* mutants are caused by high expression levels of *SEP3* which activates *FT* in phloem tissue. This is supported by our expression and genetic data and also consistent with previous reports showing that *SEP3* overexpression accelerates flowering and produces curly leaves [36–38]. *SEP3* is well known to play roles in flower development downstream of *FT* [36,37], which is also consistent with *SEP3* mRNA levels decreasing by about 50% in the *ft gis5* double mutants with respect to *gis5* single mutants. However, *SEP3* mRNA levels were still very high (about 30-fold) in *ft gis5* double mutants compared to either *ft* single mutants or WT plants indicating that *gis5* increases *SEP3* expression independently of FT. These results led us to propose that *SEP3* and *FT* form a positive feedback loop in *gis5* mutants, similar to the mutual activation of *SEP3* and *FT* reported in *clf* mutants [38], although we do not have evidence to assume that this mutual regulation is direct. The *SEP3-FT* feedback loop also explains why *gis5* early flowering is more dependent on temperature under SD compared to LD and continuous light. Under LD, *FT* mRNA levels increase in response to the photoperiod pathway contributing to the feedback loop and compensating for the decrease in *SEP3* gene activation at lower temperatures.

The strong changes in *SEP3* expression and the increases in H3K4me3 at the *SEP3* locus were both temperature-dependent and correlated well with the DNA replication stress responses and the increase in HR, suggesting that changes in *SEP3* epigenetic marks and expression were produced by the changes in the dynamics of DNA replication. Despite the fact that we cannot exclude the possibility that the effects on the *SEP3* locus were indirect (i.e. by activating a *SEP3* activator), we find this explanation rather unlikely because *i*) *SEP3* was the top upregulated gene in *gis5* mutants by our microarray data, *ii*) known *SEP3* regulators or *SEP3* corregulated genes such as *FUL* and *SPL3* were not upregulated in our microarrays and *iii*) two direct transcriptional repressors of *SEP3*, *SVP* and *AGL24* [43], were not downregulated in our microarrays. Hence, these pieces of evidence strengthen the idea that the effects of *gis5* are direct on the *SEP3* locus.

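Of the 4 genes named beside *SEP3*, *FUL* and *AGL24* had a named probe set on the arrays, while *SPL3* and *SVP* were not analysed here. The MADS-box gene *FUL* (AT5G60910) had a signal of 150 ± 68.7 (SD, n = 3) in *gis5* and 49.6 ± 49.2 (SD, n = 3) in WT. Its log2 ratio was 1.52 (standard error 0.54, adjusted p = 0.48 from limma). The *gis5* arrays of *FUL* read 229, 102 and 118 and the WT arrays 106, 29.4 and 13.7, so that 1 *gis5* array lay below the highest WT array. *FUL* met the thresholds of the methods in these values (unadjusted p = 0.0275) and did not pass when adjusted over either of the lists that hold it. With a pseudocount of 64 its log2 ratio was 0.95, below those thresholds, and S1 Table of the paper gives 0.61. *AGL24* (AT4G24540), a MADS-box gene related to *SVP*, had a signal of 109 ± 10.6 in *gis5* and 69.5 ± 16.7 in WT. Its log2 ratio of 0.56 (standard error 0.19, adjusted p = 0.46) had a positive sign, with every *gis5* array above every WT array, and stayed below 2-fold.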

*gis5* could affect *SEP3* expression by changing its pattern of histone post-translational modifications. Increased H3Ac more likely reflects the increased transcriptional activity at the *SEP3* locus [41,44]. H3K4me3 also correlates with increased transcriptional activity but it was also shown to function as a memory of recent transcriptional activity [41,44,45]. Two scenarios are then possible, that the *gis5* mutation produces an increase in *SEP3* expression and as a consequence, an increase in H3K4me3, or that an increase in H3K4me3 causes an increase in *SEP3* transcription. We favor this second hypothesis. An increase H3K4me3 deposition at the *SEP3* locus could result from of an interaction between Polδ and the local chromatin during the maturation of Okazaki fragments. In yeast, the ligation of Okazaki fragments take place at nucleosome midpoints, implying that nucleosomes are loaded immediately after the passage of the replication fork [46]. Further, some transcription factor binding sites are also preferentially sites of Okazaki fragment ligation. These DNA bound proteins restrain excessive strand displacement by Polδ during Okazaki fragment maturation, causing Polδ to dissociate from DNA. When Polδ processivity was perturbed, the site of Okazaki fragment ligation changed consistently with Polδ dissociating before the nucleosome mid-point [46]. These data raise the possibility that the *gis5* allele of Polδ may be more sensitive to the local chromatin structure at the *SEP3* locus dissociating earlier during local Okazaki fragment maturation. If strand-displacement synthesis by Polδ is required to remove H3K4me3 incorporated during the previous Okazaki fragment synthesis, Polδ premature dissociation would eventually lead to overaccumulation of H3K4me3, which could then be involved in a positive feedback loop with transcription.

Whether the mechanisms underlying the early flowering and curly leaf phenotypes of mutants affected in Polα and Polε are similar to the mechanisms underlying *gis5* phenotypes is currently unclear. First of all, the Polδ has two chances of interacting with specific nucleosomes and DNA bound proteins, first during the extension of Okazaki fragments and then during their maturation, distinguishing Polδ from Polα and Polε. Interestingly, hypomorphic alleles of *POLA1* and *POLE1* also led to higher *SEP3* expression levels [11,16,18,19], raising the possibility that common mechanisms may produce the phenotypes of all DNA polymerase mutants. However, the role of epigenetic modifications at the *SEP3* locus were neither investigated further nor were the epistatic interactions between the *SEP3* locus and the polymerases alleles. Further, for both Polα and Polε it was proposed that their mutations affected the interaction with LIKE HETEROCHROMATIN 1 (LHP1) [11,16–19], a protein with H3K27me3 binding activity which is required to repress target genes [47,48], although some level of controversy remained on whether the proposed interactions were direct [17]. Protein modeling of the *gis5* allele suggests that the A707V substitution is unlikely to change the direct interactions with other proteins, given that this residue is not solvent accessible and very close to the nucleotide binding site, favoring the interpretation that *gis5* changes the dynamics of DNA replication rather than the recruitment of histone methylation complexes, which is supported by the expected movements of the finger domain α-helix that contains the A707V substitution. Obtaining analogous mutations to *gis5* in DNA Polα and Polε catalytic subunits will likely shed light on the possible common mechanisms that replicative polymerases may use to reestablish epigenetic marks during DNA replication.

The presence of the *SEP3-FT* feedback loop and the possible interaction of *gis5* with the *SEP3* locus accounts for the specificity of *gis5* effects. However, one remaining important question is whether the *gis5* effects are widespread all over the genome. Despite we found epigenetic changes in other loci different from *SEP3* (S9 Fig.), the relatively low number of genes whose expression is altered in *gis5* mutants (81 with a two-fold difference with WT, S1 Table), supports the notion that the effects of *gis5* are specific for a relatively low number of loci. 

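The gene list with the most members that differed between the genotypes was that of the DNA damage response, genes induced by damaged DNA through the transcription factor SOG1. Of its 22 genes, 17 had a named probe set; 13 of these rose when adjusted over the list alone, none fell and 4 did not pass, while none passed over all probe sets. *TK1A* (AT3G07800), a thymidine kinase gene, had a signal of 2899 ± 535 (SD, n = 3) in *gis5* and 654 ± 103 (SD, n = 3) in WT, a log2 ratio of 2.12 (standard error 0.20, adjusted p = 0.0565 from limma). The cell cycle inhibitor gene *SMR4* (AT5G02220) had a log2 ratio of 2.11 (standard error 0.20), the poly(ADP-ribose) polymerase gene *PARP2* (AT4G02390) 1.99 (standard error 0.20) and *XRI1* (AT5G48720), an X-ray induced gene, 1.73 (standard error 0.15). *BRCA1* (AT4G21070) had a signal of 274 ± 30.7 in *gis5* and 59.0 ± 21.9 in WT, a log2 ratio of 1.98 (standard error 0.23, adjusted p = 0.0879). Of the 17, 14 were named through S1 Table, and the 3 named otherwise were *MND1* (AT4G29170), a recombination gene, which rose by 1.095 (standard error 0.21), *POLQ* (AT4G32700) at −0.20 and *FAN1* (AT1G48360) at −0.21.
Of 16 CDK inhibitor genes, 8 had a named probe set, and adjusted over the list alone 3 rose, 1 fell and 4 did not pass. *SMR5* (AT1G07500) had a log2 ratio of 1.69 and *SMR3* (AT5G02420) one of 0.75, and *KRP4* (AT2G32710) had −0.66. Among 43 genes of DNA replication, 12 were measured, 11 had a positive log2 ratio and 2 rose adjusted over the list alone, the ribonucleotide reductase genes *TSO2* (AT3G27060) at 1.44 and *RNR1* (AT2G21790) at 0.95. *POLA1* (AT5G67100), for the catalytic subunit of polymerase α, had 0.46 (adjusted p = 0.56) and *POLE1* (AT1G08260), for that of polymerase ε, 0.70 (adjusted p = 0.58); they had 0.28 without WT replicate 3 and 0.41 without WT replicate 1. Among 24 genes of G2 and mitosis, 10 were measured, 8 had a positive log2 ratio and 1 rose adjusted over the list alone, the B-type cyclin gene *CYCB1;1* (AT4G37490) at 0.96.
Of 18 genes of H3K4 methylation and demethylation 5 were measured, and of 18 Polycomb-related genes 2, so that 13 and 16 were not analysed here. No measured member of either list had an unadjusted p under 0.05 in limma. *WDR5A* (AT3G49660), a core subunit of H3K4 methyltransferase complexes, had the largest difference of them, −0.80 (standard error 0.37, adjusted p = 0.58). The reference genes *GAPC2*, *TIP41* and *SAND* had log2 ratios of −0.20, 0.13 and 0.09, none past the test. Seed storage transcripts were high on part of the *gis5* arrays: the signal of *CRA1* (AT5G44120), a cruciferin gene, was 2.29, 540.3 and 180 in *gis5* and 8.51, 21.0 and 8.14 in WT.

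**Figure D2:**
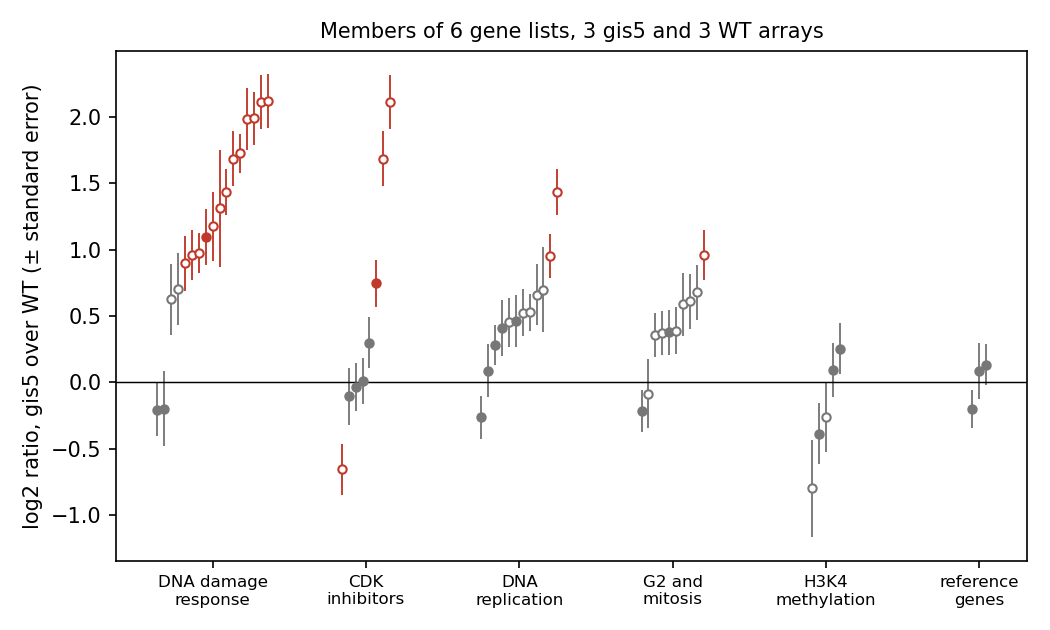
Log2 ratio of *gis5* over WT, with standard error, for each measured member of 6 gene lists (3 arrays per genotype). Red marks members with a p under 0.05 adjusted over the list alone, and open symbols mark members named through S1 Table; 13 of the 17 measured DNA damage response genes are red, and none of the 5 measured H3K4 methylation genes.

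When the probe sets above the median signal were tested alone, 6 members of the DNA damage response list passed adjusted over the list alone. This filter leaves out dim members such as *BRCA1*. In that test *TK1A*, *XRI1*, *SMR5*, *TSO2*, *BARD1* and *CYCB1;1* also passed over all 11373 probe sets kept (adjusted p between 5.1e-05 and 0.019 from limma).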

As discussed above for the *SEP3* locus, these effects in some specific loci could result from interactions that may occur during the maturation of Okazaki fragments between Polδ and DNA bound proteins, which are loaded immediately after the passage of the replication fork [46]. Noteworthy, specific effects of mutations in the catalytic domain of Polδ are not exclusive of plants. A high specific effect was also observed in humans; a Ser605 deletion in the Polδ catalytic site is lethal in homozygosis but heterozygous individuals showed unexpected tissue specific phenotypes: mandibular hypoplasia, deafness and progeroid features (MDP) syndrome [49]. Other mutations which affect the proofreading domains of human Polδ and Polε were associated to cancer susceptibility, which is consistent with the mutator phenotype expected for these alleles [23]. In contrast, the molecular basis for the Ser605-deletion-triggered MDP is currently unknown and there is no evidence supporting a mutator phenotype or an increase in cancer susceptibility [49]. Our work raises the possibility that an epigenetic change on a small subset of master regulators could also explain the apparent specificity of the MDP produced by deletion of Ser605 in humans, as we show here for *SEP3* in plants. In the same line of reasoning, epigenetic effects could also be part of the equation in the progression of tumors bearing defective alleles of replicative DNA polymerases, which could add to the mutator phenotypes of these defective alleles [23]. We think that the characteristics of the *gis5* allele will be invaluable in future studies on the interplay between the replication of the lagging strand, DNA replication stress, epigenetic inheritance and development in multicellular organisms.

## Materials and Methods

### Plant Material and Growth Conditions

All the alleles and transgenic lines used were obtained in the Columbia background: *ft-10* (GABI_290E08) [34], *tsf-3* (SALK_087522) [50], *soc1–2* (SALK_006054) [51], *co-9* (SAIL_24_HO4) [52], *gi-2* (CS3397) [53], *flc-201* (SALK_003346) [54], *fca-9* [55] and *fve-3* [56], recombination GUS reporter lines 1406 (direct repeat line) and 1415 (inverted repeat line) [57,58], *P8*.*1kbFT*:*GUS* [6], *PCycB1;1*:*GUS* [32], and transgenic lines expressing amiRNA-FT (artificial microRNAs) under the *35S*, *SUC2* and *FD* promoters [3]. Seeds were sterilized with chlorine in the vapour phase and, depending on the experiments, plants were grown on a 1:1:1 soil, vermiculite and perlite mix and every two weeks plants were fertilized with a 0.1% solution of Hakaphos (Compo Agricultura, http://www.compo.es), or on plates with MS salts medium (DUCHEFA). Plants were grown at 16, 18, 23, 24 and 28°C under LDs (16-h light/8-h dark), SDs (8-h light/16-h dark) or continuous light, with a light intensity of 80 μmolm^-2^s^-1^ produced by cool white fluorescent tubes.

### Map-Based Cloning and Mutant Complementation

Seeds of the late flowering *gi-2* background were mutagenized with ethyl methanesulfonate (EMS) in order to isolate early flowering, suppressors of *gi-2* mutants. The *gis5 gi-2* mutant was crossed with *gi-5* (*gi* in an Arabidopsis Landsberg erecta accession) to generate the mapping population. About 600 F2 early flowering plants were used for fine mapping by analyzing recombination events using different molecular markers (InDels and dCAPS [26,59]). The *gis5* mutation was mapped to chromosome 5 in a 120 kb interval between CER436434 and CER436454 markers. Sequencing revealed a C-to-T point mutation in the At5g63960 locus. For genetic analysis, the *gis5* mutant was backcrossed to WT four times. A fragment of 10831bp, containing the full length of At5g63960, was released from the MBM17 BAC clone by using SalI and subcloned to the pPZP212 binary vector [60]. The construct was transformed into *Agrobacterium tumefaciens* strain GV3101, which was then used to transform *gis5* mutants by floral-dipping as described [61]. The transformed seedlings were screened on MS salts plates, containing 50 mg L^-1^ kanamycin. Only homozygous, single-locus insertion lines were selected in the T3 generation and used for subsequent experiments. The primers used are described in S1 Text.

### Protein Modeling

Protein structures 3IAY, that correspond to the crystal structure of the catalytic subunit of yeast Polδ in ternary complex with a template primer and an incoming nucleotide (closed conformation), 4FVM, that correspond to the catalytic subunit of yeast Polα in ternary complex with the template primer and the incoming nucleotide (closed conformation) and 4FYD, that correspond to the catalytic subunit of yeast Polα alone (open conformation), were used as templates and were obtained from the PDB website (http://www.rcsb.org/pdb/home/home.do).

Three-dimensional model of the GIS5 (wild-type and mutated) proteins were obtained by homology-modeling using Modeller V9.9 [62]. The stereochemical quality of the modelled structure was checked by assessment of the Ramachandran plot plot [63] with the rampage server (http://mordred.bioc.cam.ac.uk/~rapper/rampage.php), being 95.2% of the residues in the favoured regions. The analysis of the compatibility of the atomic model (3D) with its own amino acid sequence (1D) was performed with Verify3D [64]. Finally, the global superimposition between the template (3IAY) and the model has 881 equivalent positions with an *rmsd* of 0.43, without twists [65]. These parameters support the correctness of the model.

### Genetic Analysis

Double mutants were obtained by crossing *gis5* mutants with *ft-10*, *tsf-3*, *co-9*, *gi-2*, *fve-3*, *fca-9*, *soc1–201 and flc-201* mutants. After F1 selfing, F_2_ progeny was secreened by phenotyping and genotyping and verification by PCR-based methods. Primers are listed in S1 Text.

### Quantitative RT-PCR

Seedlings were frozen in liquid nitrogen and total RNA was prepared using a Plant Total RNA Mini Kit (YRP50; Real Biotech Corporation, http://www.real-biotech.com), and 1 μg was used to synthesize cDNA with M-MLV reverse transcriptase (Invitrogen, http://invitrogen.com), and used to quantitate *UBQ10*, *SEP1-3*, *FT*, *FLC*, *RAD51* and *BRCA1* expression with the Mx3005P real-time PCR system (Stratagene, http://www.genomics.agilent.com) in conjunction with SyBR Green I (Invitrogen). *UBQ10* was used as a housekeeping gene to normalize gene expression [66]. Relative expression levels were determined using the comparative cycle threshold (*C*_t_) method [67]. The primers used are described in S1 Text.

### Microarray Experiments

ATH1 microarrays (Affymetrix) were used to compareWT and *gis5* transcriptomes. Total RNA was isolated, as described above, from Col and *gis5* 10-d-old seedlings grown under continuous light at 24°C. The experimental design comprised three biological replicates of each genotype. Synthesis of cDNA, cRNA labelling and hybridizations were made according to Affymetrix protocols, and probe signal intensities were processed using the Affymetrix GeneChip operating software. The resulting cell intensity (CEL) files were analyzed for data quality control using the same software package. Subsequent normalization of the raw data and estimation of signal intensities were performed using ‘robust multi-chip average’ (RMA) [68] with the CARMAWeb web application (https://carmaweb.genome.tugraz.at). Genes with a *P*-value lower than 0.05 and fold changes representing log2 ratio≥1 (upregulated) or ≤−1 (down regulated) were considered to be differentially expressed. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [69].

### ChIP Assays

Three 10 cm plates of 10 day-old plants (*gis5* and Col) grown on MS agar under continuous light at 18 and 24°C were harvested and immersed in PBS supplemented with 1% formaldehyde. The seedlings were vacuum infiltrated for 20 min. Glycine was added to a final concentration of 0.1 M and incubated for 5 min. The seedlings were removed from the solution and frozen in liquid nitrogen. Approximately 2.0 g of seedlings were ground and resuspended in 25 ml NIB (50 mM HEPES [pH 7.4], 25 mM NaCl, 5 mM MgCl_2_, 5% sucrose, 30% glycerin, 0.25% Triton X-100, 0.1% beta-mercaptoethanol, 0.1% protease inhibitor cocktail (SIGMA P9599). After centrifugation at 2500 g for 20 min at 4°C, the nuclear pellet was resuspended and washed in NWB (17 mM HEPES [pH 7.4], 7 mM MgCl_2_, 33 mM NaCl, 13% sucrose, 13% glycerin, 0.25% Triton X-100, 0.1% beta-mercaptoethanol, 0.1% protease inhibitor cocktail). After centrifuging, the pellet was resuspended in 1mL TE buffer supplemented with 0.5% SDS and mixed on a rotator for 20 min at 4°C. The chromatin was diluted with TE buffer to a final SDS concentration of 0.25%. The DNA was sheared by sonication to approximately 500–1000 bp fragments. After centrifugation (10 min at 13,000 rpm, 4°C), approximately one tenth (4–6 μg of DNA) was mixed with RIPA dilution buffer (80 mM Tris-Hcl [pH 7.4], 230 mM NaCl, 1.7% NP40, 0.17% deoxycholate) in a 2:3 ratio and 1mM DTT, 0.5 μg/ml RNAse A, 0.2% proteinase inhibitor cocktail and 1,5 μl anti-H3K4me3 (Millipore, catalogue number: 07–473), anti-H3K27me3 (Millipore, catalogue number: 07–449) or anti-H3K9K14ac (Millipore, catalogue number: 06–599) were added. After overnight incubation with rotation at 4°C, the samples were cleared by centrifugation (14000rpm, 10 min, 4°C). A 30 μl aliquot of washed ProteinA-coupled agarose beads was added to the supernatant and the incubation continued on the rotating wheel for 1 hr at 4°C. The agarose beads were then washed with 5 times 1 mL of RIPA buffer (20 mM Tris-Hcl [pH 7.4], 140 mM NaCl, 1.0% NP40, 0.1% deoxycholate, 0.1% SDS). The immunocomplexes were eluted from the beads with two times 200 μl of glycine elution buffer (100 mM glycine, 500 mM NaCl, 0.05% Tween 20 [pH2.5]) and the combined elutes neutralized with 100 μl of 1 M Tris-HCl (pH 9.7). Crosslinks were reversed by incubation at 37°C for at least 6 hr in the presence of 60 μg/ml Proteinase K followed by at least 8 hr incubation at 65°C. The DNA was purified by two successive phenol/chloroform/isoamyl alcohol extractions and ethanol precipitation. Pellets were washed with 70% ethanol and resuspended in 100 μl of H_2_O; 4 μl were used for each q-PRC. All immunoprecipitations were quantified in comparison to an appropriate dilution of the input which was obtained by processing 10% of the supernatant of each NO-antibody precipitation (only beads) in parallel to the immunoprecipitated samples during the decrosslinking and DNA purification procedure. When indicated, data was relativized to a *UBQ10* or *FUS3* fragment. Each of the immunoprecipitations was performed 5–6 independent times. The primers used are described in S1 Text.

### Histochemical GUS Assays

For HR frequency determination, we counted the number of GUS positive spots, each indicating a recombination event. The recombination reporter lines 1406 (direct repeat line) and 1415 (inverted repeat line) [57,58] were crossed with *gis5*. *gis5 1406*, *gis5 1415*, *1406* and *1415* plants were grown on MS salts plates under LD conditions at 18 and 24°C. At bolting, 15 plants for each genotype and condition were dissected, and the first true leaf of 12 individual plants was used for spot number determination. A picture of each first leaf was obtained under microscope and further analyzed with the ImageJ software for spot number determination. For *FT* tissue expression studies, the *P8*.*1kbFTpro*:*GUS* transgenic line [6] was crossed with *gis5*, and GUS assays were performed on 10 day-old *gis5 P8*.*1kbFT*:*GUS* and *P8*.*1kbFT*:*GUS* seedlings grown on MS salts plates. For CycB1 expression analysis *gis5* was crossed with *PCycB1;1-GUS* reporter lines and GUS assays were performed as previously described [32].

### amiRNA Constructs

The constructs directed against *SEP1* and *SEP3* genes were designed using WMD2 Web Micro RNA designer (http://wmd2.weigelworld.org/cgibin/mirnatools.pl; [70]). Overlapping PCR was used to replace MIR319a precursor by each microRNA and finally subcloned into pBI19 derived binary vectors for plant transformation. amiRNAs expression was driven by *35S* (ectopic expression), *SUC2* (expression in phloem companion cells) and *FD* (expression in the meristematic cells of the shoot apex). Transgenic lines were selected on medium supplemented with 50 μg mL^-1^ kanamycin. The primers used are described in S1 Text.

### Accesion Numbers

Sequence data from this article can be found in GenBank/EMBL data libraries under accession numbers: At5g63960 (*POLD1*), At1g65480 (*FT*), At4g20370 (*TSF*), At2g45660 (*SOC1*), At5g15840 (*CO*), At1g22770 (*GI*), At5g10140 (*FLC*), At4g16280 (*FCA*) and At2g19520 (*FVE*). The transcriptome data can be found in GenBank (http://www.ncbi.nlm.nih.gov/geo) under Gene Expression Omnibus accession number GSE58036.

## Supporting Information

S1 Fig *gis5* affects the catalytic subunit of the Arabidopsis DNA Polymerase δ. (*A*) The WT POLD1 sequence complements *gis5* curly leaf phenotype. *gis5* mutant plants were transformed with a plasmid containing the WT POLD1 sequence (Fig. 2). T2 plants were grown on MS plates and the segregation for the T-DNA bearing the WT POLD1 sequence was analyzed. As expected, about 3/4 of the plants displayed a WT leaf phenoype. Plants not segregating for the T-DNA displayed the curly leaf phenotype typical of *gis5* mutants (arrows). (*B*) Multiple sequence alignment of the “finger B” from eukaryotic DNA polymerases. The green bar corresponds to the highly conserved distance between the K residue and the YG-pair. The K and YG-pair, in red, are fully conserved amino acids [71]. The arrow indicates the A residue mutated in *gis5*; #, essential aminoacids for DNA polymerization. Protein sequences were retrieved from SWISS-PROT (At, *Arabidopsis thaliana*; Sc, *Saccharomyces cerevisiae*; Os, *Oriza sativa*; Gm, *Glycine max*; Dd, *Dictiostelyum discoideum*; Rn, *Rattus norvergicus*; Mn, *Mus musculus*; Ma, *Mesocricetus auratus*; Bt, *Bos taurus*; Hs, *Homo sapiens*; Dm, *Drosophila melanogaster*; Ce, *Caenorabditis elegans*; Ca, *Candida albicans*; Sp, *Schizosaccharomices pombe*; Pf, *Plasmodium falciparum*. The program ClustalW2 was used for the alignment (https://www.ebi.ac.uk/Tools/msa/clustalw2/). (*C*) Substrate bound and substrate-free structural model of the catalytic subunit of DNA Polymerase d. The program “Modeller” [62] was used to construct the model using the X-ray structure of the yeast DNA Polymerase a catalytic subunit in its substrate-bound form (4FYD model,colored in light blue) and free form (4FVM model,colored in light brown). Note the displacement o the finger helix which contains Ala707 (arrows).
(TIF)

S2 Fig The *gis5* allele of the catalytic subunit of DNA Polymerase δ is thermosensitive. The *gis5* mutants display increased HR in a temperature-dependent manner. *gis5* mutant plants were crossed into HR reporter lines 1406 and 1415. WT and *gis5* mutant plants bearing the 1406 or the 1415 reporters, as indicated, were grown in MS Agar plates under LD at either 18°C or 24°C. At bolting time, plant tissues were fixed and stained with X-Gluc. First leaves and cotyedons are shown. Dots indicate HR events which restored GUS activity [31]. Scale Bar: 1mm.
(TIF)

S3 Fig Expression of *FT* in phloem tissue is required for *gis5* early flowering. (*A*) The gis5 mutation affects *FLC* expression. WT, *gis5*, *fve*, *fca*, *fve gis5* and *fca gis5* mutant plants were grown for 10 days under continuous light at 24°C. Total RNA was extracted and quantitative Reverse Transcriptase-PCR (q-PCR) was performed as described in Materials and Methods to quantitate *FLC* mRNA expression relative to *UBQ10* mRNA. Bars represent the mean ±SEM of 3 independent biological replicates, each replicate analyzed in triplicate. Note that *fve* and *fve gis5* double mutants showed similar expression levels of *FLC* although they flower very differently (Fig. 3). (*B*) *FT* is expressed in vascular tissue in *gis5* mutants. *gis5* mutants were crossed into transgenic plants bearing *P8*.*1kbFT*:*GUS*. The 8.1 kb promoter fragment was shown to recapitulate endogenous *FT* expression patterns [6]. *gis5* (right panels) and WT (left panels) plants homozygous for the reporter construct were grown in LD at the indicated temperatures. Plants were then fixed and tissue specific GUS activity revealed with X-Guc as a substrate.
(TIF)

S4 Fig Data from Fig. 6 represented as % of input. WT and *gis5* mutant plants were grown for 10 days under continuous light at either 18°C or 24°C. Enrichment in H3K4me3, H3Ac and H3K27me3 was determined by ChIP followed by qRT-PCR of the fragments depicted in the top panel. Bars represent the mean ± SEM of 5–6 independent biological replicates.
(TIF)

S5 Fig The *gis5* mutant shows normal H3K4me3, H3Ac and H3K27me3 deposition on *FT* and *FLC* loci. WT and *gis5* mutant plants were grown for 10 days under continuous light at either 18°C or 24°C. Enrichment in H3K4me3, H3Ac and H3K27me3 was determined by ChIp followed by q-PCR of the fragments depicted in the top panel. Data was relativized to a *UBQ10* fragment. Bars represent the mean ±SEM of 5–6 independent biological replicates.
(TIF)

S6 Fig Same data as in S5 Fig., but represented as % of Input. Bars represent the mean ±SEM of 5–6 independent biological replicates.
(TIF)

S7 Fig Enrichment of H3K27me3 on loci *FLC*, *FT*, *SEP3* from Figs. 6 and S5 expressed relative to the *FUS3* fragment.

S8 Fig High levels of *SEP3* expression are required for maximal *FT* expression but not for *FLC*, *BRCA1* and *RAD51* expression. (*A*) *SEP3* overexpression in phloem tissue is required for *FT* expression but not for *FLC* expression. Plants of the genotypes indicated on the abscissa were grown for 10 days under continuous light at 23°C. Total RNA was extracted and quantitative Reverse Transcriptase-PCR (q-PCR) was performed as described in Materials and Methods to quantitate *FT* (top panel) and *FLC* (lower panel). (*B*) The DNA replication stress response does not depend on *SEP3* overexpression. mRNAs for *BRCA1* (top panel) and *RAD51* (lower panel) genes were quantified as above. In each panel, WT mRNA were scaled to one. Bars represent the mean ±SEM of 3 independent biological replicates, each replicate analyzed in triplicate.
(TIF)

S9 Fig The *gis5* effects in H3K4me3 are not unique to *SEP3*. WT and *gis5* mutant plants were grown for 10 days under continuous light at either 18°C or 24°C. Enrichment in H3K4me3 was determined by ChIP followed by qRT-PCR at the loci indicated in the abcissas. Data were expressed as a fraction of input. Bars represent the mean ± SEM of 3 independent biological replicates.
(TIF)

S1 Text List of primers used in this study.

S1 Table Expression profiling data from *gis5* and WT (Columbia background) seedlings.

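S1 Table lists, for each probe set of the ATH1 array, the authors' mean RMA value of WT and of *gis5* on the log2 scale, the difference of these means and a p-value. It is ordered by the size of the difference, and the first 1996 of its 22810 rows were read, down to a difference of 0.35 in size. Over these rows the authors' differences and the log2 ratios from the deposited signals had a Pearson correlation of 0.911 across probe sets, which are not independent replicates, and 98.8% had the same sign; rows picked for a large difference give a higher value than all rows would. In S1 Table, 70 probe sets have a difference of at least 1 in size and a p under 0.05, 54 higher and 16 lower in *gis5*. All 70 had the same sign in the deposited signals, where 54 of them met the thresholds of the methods and 1, *SEP3*, had an adjusted p under 0.05 from limma. The median size of the log2 ratio of these 70 was 1.302 in the deposited signals and 1.23 in S1 Table.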

# Supplementary material for: The Arabidopsis DNA Polymerase δ Has a Role in the Deposition of Transcriptionally Active Epigenetic Marks, Development and Flowering
**Source:** PLoS Genet. 2015 Feb 18;11(2):e1004975. doi: 10.1371/journal.pgen.1004975
**Supplement:** S1 Text

Primers Sequences

Primer Sequences for Genotyping Insertional Mutants

ft-10 (At1g65480, GABI_290E08)

ft-10-1: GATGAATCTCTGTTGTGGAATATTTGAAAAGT

ft-10-2: CTAGGACTTGGAACATCTGGATCCACCA

GABI RB2: TTTCTCCATATTGACCATCATACTCATTGC

soc1-2 (At2g45660, SALK_006054)

soc1-2-1: ATCGAGTCAGCACCAAACCGGTTTCTGAA

soc1-2-2: CAACGAAAGATTAAGTACCCAAAAAGCAA

LB1: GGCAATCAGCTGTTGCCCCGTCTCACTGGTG

flc-3 (At5g10140, SALK_003346)

flc-3-1: CCTAGAGGCACCAAAGAAACAAGGCTGTGT

flc-3-2: CTCTTGGATTTGTATATGCACGTCCGGGAG

LB1: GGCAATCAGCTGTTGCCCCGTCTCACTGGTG

co-9 (At5g15840, SAIL_24_HO4)

co-9-1: GTAGCTCGTCTGTGGTACGCTGCAGTTT

co-9-2: GATGATGCCTCTCTATGCACAGCCTGT

LB3: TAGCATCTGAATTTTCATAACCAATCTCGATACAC

tsf-3 (At4g20370, SALK_087522)

tsf-3-1: GTGGCAGGTATATCAGTCACCAACCTGTA

tsf-3-2: TGTGTGTGTCATGTTATATCATAGCTTGCA

LB1: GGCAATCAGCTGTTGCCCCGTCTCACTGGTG

gi-2 (At1g22770, CS3397)

gi-2-1: TGCTGCTCAGTTTTATAAATGGGACGGTT

gi-2-2: GTGTACAGCAAGGAAGCTCATCCGTT

gi-2-3: CAATACATAGACCTCAGCAGAGAGACCAAA

gi-2-4: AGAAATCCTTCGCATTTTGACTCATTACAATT

Primer Sequences for Mapping

CER457684

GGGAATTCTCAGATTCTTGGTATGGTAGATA

ATCAAAAGAGACAGCTTCAGAAGTTTATGC

CER457265

AATTTTTGCCTAGTTCAGTGATTGCTCAA

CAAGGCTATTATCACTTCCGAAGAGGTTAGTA

CER457069

TGTTGTGGTTGTGTCCAGCTCCAT

TCCAAAACAACCGGTTTTGATAAGGAT

CER437610

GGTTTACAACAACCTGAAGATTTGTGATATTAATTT

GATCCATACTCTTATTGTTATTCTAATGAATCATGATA

CER436454

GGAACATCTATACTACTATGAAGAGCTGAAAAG

GCTTCTCTTGGGAGAACTTCAGTTTCAA

CER456030

TTACTGAAGCTGGGGCTATTGCAGATA

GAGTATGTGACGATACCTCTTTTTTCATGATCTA

CER456203

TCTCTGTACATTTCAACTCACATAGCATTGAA

TTCCATGGTTCTAGAACCGCTTAAGCTA

CER455192

CCATGCTTTTGAAAAGCACCAAATTTA

CGACCCGAATACGAAAGTCAAGTCAA

CER436434

GCCTTTTGCTTTTCACCTTTCGTTATAA

GTGAGAATCGGAATCGAATTCACCA

CER456709

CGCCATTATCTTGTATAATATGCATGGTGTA

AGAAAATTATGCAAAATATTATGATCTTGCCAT

CER454467

CATTCCTCCATTAATCCTTAACGAGACAA

TCCTTGTTTTGCTTCTTCTCTCCTTGAA

CER465586

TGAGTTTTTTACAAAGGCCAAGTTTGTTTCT

TGAAAATGGAATTATCGGAAATGACGATT

CER448484

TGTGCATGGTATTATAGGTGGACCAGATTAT

GGTGGACATTTGTATCTTTTCGGTTTCTT

CER464657

CCTTGAGGTGGGCCATAACAAGCTAT

CACGACCCCTGTGTACCCATTCCTA

CER458022

TCCCTCATTCTTATAGCAAAGCTTTCGAT

CGAAGTGCAGTTGGGAGTCTCATGTA

CER460945

GGTCATCCTTGCAAGATATCAAAAGTTTGT

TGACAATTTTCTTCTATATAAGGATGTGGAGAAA

CER449342

TGGGTTCTTAAATATTTGCGGCTGAA

GCTCACCTGAAACTCTCCTCCAGTT

CER448446

ATCGACTTAGGAAGGTCAGGGTCTGAA

ATTTCAAACCTCCCATCTTGCTTCAACTT

CER460835

CGCCGTCAATCTCTCCAAAATAAGAA

CAAATACATAGCCCTAAAGCGTGTTCGAT

CER461379

ATGCAGTCGAGAGCTGTCTCAGGCT

GTGCTTGACGGTTTGTCGACGAA

CER459323

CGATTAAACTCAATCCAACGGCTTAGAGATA

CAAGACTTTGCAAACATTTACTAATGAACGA

CER459358

ACCAACGATCCCCTTTTGA

AACTGGTTGGTTTAAGAATAA

CER458362

CGTGTGGCCTAAATCAGAGAGAGCAT

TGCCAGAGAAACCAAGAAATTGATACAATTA

CER464712

CAATAAGAAGAAGGAAGCGTACTGCACA

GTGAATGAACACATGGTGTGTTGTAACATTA

CER456185

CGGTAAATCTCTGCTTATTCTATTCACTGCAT

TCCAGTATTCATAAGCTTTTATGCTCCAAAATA

CER460458

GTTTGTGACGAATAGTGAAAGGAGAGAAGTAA

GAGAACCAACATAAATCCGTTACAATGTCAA

CER460130

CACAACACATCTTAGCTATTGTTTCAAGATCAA

GCATGCCTTAACTACATTCCTCACAGGTA

CER450937

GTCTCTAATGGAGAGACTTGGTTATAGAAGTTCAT

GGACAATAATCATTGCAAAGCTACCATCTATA

CER449332

CCCACTGCTTGGACAGTGTACGAA

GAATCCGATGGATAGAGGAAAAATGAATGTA

CER459891

TAACTTTCCTTTTCCCTACCAAATTCCAA

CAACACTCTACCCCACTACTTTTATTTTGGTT

CER466221

ATCAAACGCCAACTGAATCAATCAATTAA

GTGTGTGGACTCACCATTGGTCACAT

CER451656

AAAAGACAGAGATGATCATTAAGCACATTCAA

GATTTGACAATCACGGATACAAAAGCTGT

CER449857

CCTGGCGCTAATGTACACTCTTCGTT

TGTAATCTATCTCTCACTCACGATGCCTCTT

CER456519

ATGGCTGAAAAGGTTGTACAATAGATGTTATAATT

GGGAAACACAATTAAATGGTGCTGCA

CER457559

ACATTGCTTTGAGACGCATAGCCATT

CAACAAGTCACAACGTTGGTAACAAACC

K9D7

TGTGATAGGGTTTATGTTTCGTGTCAATGA

ATCGAGGCATATGCCACGTTTCTTA

K15N18

CACTTCAGGTTTCGATCATCTTCAACATC

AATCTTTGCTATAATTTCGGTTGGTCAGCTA

CER456386

AGTAACTCAAAACCAAACAAGGAC

TTTGATGCATCATAACAGAAAGTC

Primer Sequences for q-PCR

BRCA1

BRCA1-1: GCGAGGAGCCATATGAGATCACT

BRCA1-2: CCT CTGCTGCTACAATCAGATCT

FLC

FLC-1: CTCCTCCGGCGATAACCTGGT

FLC-2: CATGATGATTATTCTCCATCTGGCT

FT

FT-1: CTGGAACAACCTTTGGCAAT

FT-2: TACACTGTTTGCCTGCCAAG

RAD51

RAD51-1: CCTTTCCTCAACGCCAACCTTGTT

RAD51-2: GGAGAGCTTTCGGCTCGACAAAT

SEP1

SEP1-1: GGTTGTCGCAGTTATTTGCTCTGAG

SEP1-2: GAGCTTTGGCAATGAAGCTGGAT

SEP2

SEP2-1: CGTCACAGCCATTTGCTCTGAG

SEP2-2: AGAGCTTTGTCAATGAAGCTGGAAG

SEP3

SEP3-1: CATCTTGTTGCCCCTGATACCCGAT

SEP3-2: GCTTGACCAGCTCAACGATCT TCAG

UBQ10

UBQ10-1: TCAATTCTCTCTACCGTGATCAAGATGCA

UBQ10-2: GGTGTCAGAACTCTCCACCTCAAGAGTA

Primers for ChIP assays

FT

FT-enhancer (distal promoter)-1: GGCCAACATTAGAAGAAGATTCC

FT-enhancer (distal promoter)-2: TCTTGACATGGAGCGAAAGA

FT-1-1 (proximal promoter): GGGTTTGAATACCACAAACAGA

FT-1-2 (proximal promoter): ACTCGGGTCGGTGAAATCAT

FT-2-1 (proximal intron 1): TGGTGGAGAAGACCTCAGGAACTT

FT-2-2 (proximal intron 1): CGTGGGGCATTTTTAACCAAGGTC

SEP3

SEP3-1-1 (distal promoter): CACCGTTTCACGCCAAAGTTCGT

SEP3-1-2 (distal promoter): CTCGCCCCGGCCCCAAAACAT

SEP3-2-1 (promoter): TCGGACGGCTTTGAGGCAATGT

SEP3-2-2 (promoter): TGACGTGGACCCTGTCCGTCT

SEP3-3-1 (promoter): GACTTTCGGTCAGACATGATCTC

SEP3-3-2 (promoter): GGTAAGAGAGTCTGATGAGACAC

SEP3-4-1 (proximal promoter): GTGTTGGTGAGAGTGGAAGTCTC

SEP3-4-2 (proximal promoter): ACTCTCAGACTCAACTATATACCC

SEP3-5-1 (proximal intron 1): GTCTTGTATGTATGGGTCTCTC

SEP3-5-2 (proximal intron 1): ATGATACAGATTTGGGGTATCC

SEP3-6-1 (distal intron 1): GGATATTGTTTCCACGACAATCC

SEP3-6-2 (distal intron 1): AGATGAATTTGACATTAGCGTCA

SEP3-7-1 (exon 2): GGCCTCTCTTGAAGGCACATTGGG

SEP3-7-2 (exon 2): GCATGCTTCGGACACTGGAGAGG

SEP3-8-1 (exon 3): CTCAGTCAGCATGCGTTCCTGC

SEP3-8-2 (exon 3): GCTTGACCAGCTCAACGATCTTCA

SEP3-9-1 (exon 4): GGCTGGAAGAAAGCTTGGGAGTGT

SEP3-9-2 (exon 4): AGATGCCACTCCAGCTGAACCCT

FLC

FLC-1-1 (promoter): CCCAGGTAAGGAAAAGGCGT

FLC-1-2 (promoter): ACCTTCTCCAAACGTCGCAA

FLC-2-1 (proximal intron 1): ACGTGTACCGCATGACGAG

FLC-2-2 (proximal intron 1): TCCGTATCGTAGGGGAGGAAA

FLC-3-1 (distal intron 1): AAATCTCCCGGACGTGCATA

FLC-3-2 (distal intron 1): TGAATCACAATCGTCGTGTGC

UBQ10

UBQ10-1: TCCAGGACAAGGAAGGTATTCCTCCG

UBQ10-2: CCACCAAAGTTTTACATGAAACGAA

ASN1

ASN1-1 (first intron): AGAGGTTGATCACCGGAAGC

ASN1-2 (first intron): CAGAGGACCTGACTGGAGTG

SEP1

SEP1-1 (first intron): GTTGTTTACTTTGAGGAGCTGCAA

SEP1-2 (first intron): ATTGTCTGTTCTCTGTGATGCTGA

FUS3

FUS3-1 (first intron): AGTTGGCACGTGGGAAATAG

FUS3-2 (first intron): GTGGCAAGTGTTGATCATGG

PCC1

PCC1-1 (first intron): TTGGAGTTTGTCTCCACTGCT

PCC1-2 (first intron): CTCATCAGGGCCGTACACA

Primers used for artificial miRNA constructs

SEP1

I miR-s: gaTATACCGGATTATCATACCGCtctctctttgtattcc

II miR-a: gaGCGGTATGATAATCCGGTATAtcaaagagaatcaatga

III miR*s: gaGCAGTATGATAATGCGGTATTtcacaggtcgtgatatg

IV miR*a: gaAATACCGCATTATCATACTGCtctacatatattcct

SEP3

I miR-s: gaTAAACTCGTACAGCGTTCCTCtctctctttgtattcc

II miR-a: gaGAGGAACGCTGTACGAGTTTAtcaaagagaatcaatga

III miR*s: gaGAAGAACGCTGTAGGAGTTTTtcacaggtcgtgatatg

IV miR*a: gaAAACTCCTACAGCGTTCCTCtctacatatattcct

How the deposited data were processed for this re-analysis (not part of the article)

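RNA of 10-d-old *gis5* and WT seedlings grown under continuous light was hybridised to Affymetrix ATH1 arrays, with 3 biological replicates of each genotype. The paper's methods give a growth temperature of 24°C and the description of the deposited series 23°C. The authors deposited one table with a linear signal intensity per probe set and array. Their processing notes name MAS5, without a version, and the values show that the authors scaled each array to a trimmed mean of about 500. The paper's own gene list was made from the same arrays with RMA in CARMAWeb, and those values are given in S1 Table only. The raw array files and the detection calls were not used here.

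From the deposited intensities, log2(signal + 16) was computed with no further scaling, because the array medians differed by 9.53%, under a limit of 10% set in advance. The 64 Affymetrix control probe sets were left out and 22746 probe sets were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with *gis5* against WT as the only term and Benjamini-Hochberg adjustment over all of them. A log2 ratio is a difference of means of log2(signal + 16) and understates the change of dim probe sets. Counts are given at an adjusted p under 0.05, at the thresholds of the paper's methods (unadjusted p under 0.05 and a log2 ratio of at least 1 in size; the test behind the paper's p is not named in its methods) and at 2-fold. The numbers of the replicates were checked for pairing: the deviations from the group means of arrays with the same number had correlations of −0.06, −0.00028 and −0.04. No shared effect of the replicate number was seen, and the replicate block was kept as an alternative. Such correlations cannot show whether arrays with the same number were grown or processed together. The fit was tested on data simulated for the comparison of *gis5* with WT over 22746 probe sets, with 200 brighter probe sets changed: it recovered 35.8% of those changed by a log2 ratio of 1, 88.1% of those changed by 2 and 100% of those changed by 3.5, with 10 false calls. When only the 11373 probe sets above the median signal were tested, the same 3 shares were 71.6%, 98.5% and 100%.

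Probe sets were named through the platform annotation and the RefSeq gene table of assembly TAIR10.1: 13436 probe sets had a single gene and 77 more a gene name from the annotation alone, 503 matched several genes and were left out of gene lists, 851 were named only by S1 Table, and 7879 had no name here. No coordinates are given, because no genome build is named for these data. The 23 gene lists (18 of pathways and 5 of tissue markers), the alternatives and the rule for named genes were fixed before the data were examined, except that the leading rows of S1 Table had been read, so that *SEP1*, *SEP2*, *SEP3*, *PCC1*, *BRCA1*, *PARP2*, *SMR4*, *SMR5*, *TK1A*, *TSO2*, *XRI1*, *CRA1*, *ASN1*, *LURP1*, *NAS2*, *PDF1.2A*, *WAK1* and *ESP* are not independent of these data. One gene of the paper is not reported here by itself and stays in the counts. The rule names every gene of the paper with a named probe set, the 10 largest increases and the 10 largest decreases among probe sets at an adjusted p under 0.05 with every *gis5* array apart from every WT array, and up to 4 members of each list with the smallest p. Because only *SEP3* passed, other probe sets with large ratios were named after their values were seen, as is said beside them. A gene with several probe sets was counted by the brightest. Probe sets ending in _s_at or _x_at and those of close paralogs are open to cross-hybridization. Adjustment over the list alone took all genes of the list, with those lacking a named probe set counted as not passing. The set tests camera (preset correlation of 0.01, and estimated) and fry were run only on members named independently of S1 Table, for the 5 lists with at least 5 such members, with Benjamini-Hochberg adjustment over those 5. Alternatives were quantile normalization, arrays centred on their medians, the replicate block, leaving out each array in turn, filters on dim probe sets, leaving out _s_at and _x_at probe sets, other variance models, array weights and pseudocounts of 1 and 64.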

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

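The tests of the DNA damage genes, of the seed storage transcripts and of the dim probe sets were chosen after these results were seen, while the counts over other splits of the arrays were set before. The genes in the next paragraph are members of gene lists that passed 0.05 adjusted over the list alone, met the thresholds of the methods, and are not discussed in the paper. Apart from *MND1*, all were named through S1 Table and so had been picked for a difference in the authors' own values.

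In the DNA damage response list these were *TK1A* with a log2 ratio of 2.12, *SMR4* with 2.11, *PARP2* with 1.99, *XRI1* with 1.73, *SMR5* with 1.69, *TSO2* with 1.44, *RPA1E* with 1.31 and *MND1* with 1.095. In the salicylic acid list they were *LURP1* with 2.69, *WAK1* with 1.80, *PR2* with 1.38 and *ACD6* with 1.12. None of the 12 passed an adjusted p of 0.05 over all probe sets, and in each of them every *gis5* array was above every WT array.

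DNA damage response genes were higher in *gis5* in 13 of 17 measured members when adjusted over the list alone. Scaling of the arrays is argued against as the cause, since the median log2 ratio of all probe sets was 0.026. A larger share of dividing cells in *gis5* seedlings stays open. Genes of replication and mitosis outside the damage list had a median log2 ratio of 0.43 over 20 members, and the mean log2 signal of the damage list relative to theirs was higher in *gis5* by 0.81 (standard error 0.0781). Limited in both lists to members named through S1 Table, 14 of damage and 15 of replication and mitosis, it was 0.80 (standard error 0.083). With members shared with the damage list kept among 22 replication and mitosis genes, it was 0.73 (standard error 0.082). The gap was smaller without the damage genes that had been read in S1 Table before the list was written. Over the 9 others it was 0.29 (standard error 0.13). Over 3 damage genes and 7 replication and mitosis genes named independently, it was 0.07 (standard error 0.13). Of these 3 damage genes, *FAN1* did not rise, nor did *POLQ*, at dim mean signals of 35.7 in *gis5* and 42.9 in WT. The size of the gap therefore depends on which members are compared. With the members measured here, the array values alone cannot tell an effect of the genotype on DNA damage apart from a change in dividing cells. The paper has other evidence of a replication stress response, from reporters of homologous recombination and of *CYCB1;1*. The arrays do not test that evidence.

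Seed storage transcripts were high in *gis5* replicates 2 and 3. Of 6 measured members of the list, 5 were above every WT array in both of these arrays and 2 were in *gis5* replicate 1. *CRC*, a cruciferin gene, read 66.3, 355 and 145 in *gis5* and 19.5, 43.9 and 7.30 in WT, *SESA5*, an albumin gene, read 6.16, 241 and 174 in *gis5*, and *OLEO2*, an oleosin gene, 99.1, 315 and 337. Seed tissue left among the seedlings may be a source of these transcripts. In *gis5* replicate 1, of the same genotype, *CRA1*, *SESA5*, *OLEO2* and *PAP85* were not above every WT array. These members therefore do not show a rise shared by all *gis5* arrays. An effect of the genotype that varies between replicates cannot be told apart from seed tissue, because both arrays with high values were *gis5*. Of the 6 members, 5 were named through a table sorted by the difference, which leaves 1 member, *PAP85*, chosen independently.

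At the thresholds of the methods 437 probe sets were called, of which 91.1% had a mean signal below the median of all probe sets, a level that splits all probe sets evenly. Noise of dim probe sets may therefore account for many of these calls, and a filter on them left 41. The real split of the arrays gave 437 such probe sets and the highest of the other splits 322; for 2-fold differences these numbers were 526 and 382, and for an adjusted p under 0.05 they were 1 and 0. In each of these 3 counts 1 of the 10 splits, the real one, reached the real count, and 10 splits are too few for a share under 0.05.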

How the results depend on the processing

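Over the alternatives, no log2 ratio of the 16 genes named in the paper changed sign, and 235 of their values kept their side of an adjusted p of 0.05, while 9 lost the call, all of *SEP3*, and 17 gained it. The count of genes at an adjusted p under 0.05 was 1 for the fit as reported, with quantile normalization, with arrays centred on their medians and without _s_at and _x_at probe sets; it was 0 with the replicate block, 97 for probe sets above the median level, 42 above the 25th percentile, 145 with eBayes with trend and robust, 3 with the variance not moderated, 7 with array weights, 0 with a pseudocount of 1, 43 with a pseudocount of 64 and 0 without any one of the 6 arrays, and 54 at an adjusted p under 0.10, a threshold chosen after seeing the data. Beside these counts of 0 from limma, 2059 probe sets had an unadjusted p under 0.05 in the fit as reported, where 1137 would be expected by chance. The count at the thresholds of the methods (437) was 41 above the median level, 212 above the 25th percentile, 757 with a pseudocount of 1, 58 with a pseudocount of 64, and between 527 and 683 when one array was left out, the highest without WT replicate 2. The count at 2-fold (526) was 41 and 237 with these filters, 2662 and 60 with these pseudocounts, and between 691 and 857 when one array was left out. The rank of *SEP3* was 1, and it was 5 with a pseudocount of 1, 2 with a pseudocount of 64, 3 without *gis5* replicate 1 and 2 without WT replicate 2, so between 1 and 3 when one array was left out.

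Members past 0.05 adjusted over the list alone were 13 in the DNA damage response list and 6 above the median level; 0 in the flowering time list, 1 above the median level, 1 above the 25th percentile, 3 with trend and robust and 2 with a pseudocount of 64; 4 in the floral MADS-box list, 1 above the median level and 7 above the 25th percentile; and 6 in the salicylic acid list, 1 above the median level, 3 with the variance not moderated and between 3 and 6 when one array was left out, 3 without *gis5* replicate 2 and 3 without *gis5* replicate 3. The filters test fewer probe sets and leave dim members of the lists out; for the other changes the cause was not tested. No shared effect of the replicate number was seen, with correlations of the deviations of same-numbered arrays between −0.06 and −0.00028. The counts at 2-fold and at the thresholds of the methods moved most with the pseudocount and the filters, which decide how dim probe sets count, and the count at an adjusted p under 0.05 moved most with the trended and robust variance.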

Differences from the paper's values

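The paper gives 81 genes changed at least 2-fold, from RMA values, and 526 probe sets were found at that size in the deposited MAS5 signals. The 2 counts come from different summaries of the same arrays. Of the alternatives set before the data were examined, a pseudocount of 64, with 60, fell within 1.5 times the paper's count, and the others did not (41 above the median level, 237 above the 25th percentile, 2662 with a pseudocount of 1, and between 495 and 857 with the rest). In S1 Table 81 probe sets have a difference of at least 1 in size whatever their p, and 70 of them also have a p under 0.05, the threshold stated in the methods. Against this count of 70 in the paper's table, 437 probe sets met those thresholds here, 58 with a pseudocount of 64, which fell within 1.5 times, and between 41 and 757 with the other alternatives, which did not.

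The paper's table gives a log2 ratio of 2.68 for *SEP1*, and 3.39 was found here. A pseudocount of 64 (2.102) and leaving out WT replicate 3 (3.12) brought the value within 0.61 of the paper's, and the other alternatives did not. For *SEP2* the paper's table gives 1.43 and 2.53 was found, with only a pseudocount of 64 (1.31) bringing it within 0.50. These limits are the SD of each gene's log2 values over the 3 WT arrays in the fit as reported. They were not recomputed for each alternative, so they do not give the spread between replicates with a pseudocount of 64. The filter at the median level leaves *SEP1* and *SEP2* out.

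The paper states that *FUL* was not upregulated on the arrays. Here *FUL* met the thresholds of the methods, with a log2 ratio of 1.52 and an unadjusted p of 0.0275, and did not pass after adjustment (adjusted p = 0.48); in the paper's table its log2 ratio is 0.61, and with a pseudocount of 64 it was 0.95 here, below 2-fold in both. The paper states that *AGL24* was not downregulated, and its log2 ratio here was 0.56. The paper places *SEP3* at the top of the list, where it stood here too, with a log2 ratio of 3.53 against 3.69 in the paper's table. The paper describes *ASN* as downregulated, and *ASN1* had a log2 ratio of −1.60 here that did not pass the test (adjusted p = 0.55); in the paper's table its value is −1.88 with a p of 0.0543.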

Other observations

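Among 21 genes of jasmonate and ethylene defence, 7 had a named probe set, and 4 of these were lower at an unadjusted p under 0.05, though none passed adjusted over the list alone. The lipoxygenase gene *LOX2* had a signal of 1474 ± 383 (SD, n = 3) in *gis5* and 3100 ± 669 (SD, n = 3) in WT, a log2 ratio of −1.07 (adjusted p = 0.29 from limma). The defensin genes *PDF1.2A* and *PDF1.2B*, close paralogs open to cross-hybridization, had −1.25 (adjusted p = 0.50) and −1.40 (adjusted p = 0.45). *CORI3* had −0.44 (adjusted p = 0.48). Of 15 genes of iron homeostasis 4 were measured and none passed; the nicotianamine synthase gene *NAS2* read 437, 217 and 736 in *gis5* and 105, 88.7 and 135 in WT, a log2 ratio of 1.79 (adjusted p = 0.28), and the ferritin gene *FER1* read 11683 on *gis5* replicate 3 and between 3018 and 3929 on the other 5 arrays. The 1 measured gene of 13 for glucosinolates, *ESP*, had −0.81 (adjusted p = 0.36). Of the H2A.Z deposition list 2 of 6 genes were measured, and 1 rose when adjusted over the list alone, the histone gene *HTA11* at 0.65 (adjusted p = 0.30 over all probe sets), while *HTA8* had 0.67 (adjusted p = 0.45). Of 18 heat and warm temperature genes 6 were measured and none passed, with the largest difference at *MBF1C*, 0.73 (adjusted p = 0.39). In the recombination and break repair list 9 of 26 genes were measured and 4 rose adjusted over the list alone; camera over the 6 members named independently gave an adjusted p of 0.29 (adjusted p = 0.42 with an estimated correlation), and fry, which asks whether the members move one way on balance, an adjusted p of 0.0587. For the 5 such members of the replication list and of the CDK inhibitor list camera gave adjusted p-values of 0.29 and 0.32 (both 0.42 with an estimated correlation).

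Of the tissue markers, all 4 measured green tissue genes of 13 had negative log2 ratios and none passed adjusted over the list alone. The transcription factor genes *GLK1* and *GLK2* had −0.53 (adjusted p = 0.41) and −0.52 (adjusted p = 0.42), and the antenna protein gene *LHCB4.1* −0.39 (adjusted p = 0.52). Of 13 root genes 6 were measured and none passed, with the abundant *PYK10* at 0.11 (adjusted p = 0.90) and the largest difference at *EXPA7*, 0.79 (adjusted p = 0.57). The 1 measured phloem gene, *SWEET11*, differed by 0.12 (adjusted p = 0.85) and the 1 measured shoot meristem gene, *CLV3*, by 0.36 (adjusted p = 0.69) at signals near background. Of 18 seed storage and maturation genes 6 were measured and none passed. Of 16 clock genes 3 were measured and none passed, with *GRP8* at 0.43 (adjusted p = 0.48).

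The paper also measured *BRCA1*, *FT* and *FLC* by qRT-PCR, and does not say whether the RNA was that of the arrays. On the arrays *BRCA1* had a log2 ratio of 1.98, *FT* 1.12 and *FLC* −0.63. *GMI1*, a gene induced by gamma irradiation that was outside the lists and was chosen after its values were seen, had a signal of 215 in *gis5* and 45.0 in WT (means, n = 3 each), a log2 ratio of 1.93 (adjusted p = 0.0565 from limma). AT1G65500, also chosen after its values were seen, had a log2 ratio of 2.30 (adjusted p = 0.15).

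AT5G60250 lies on the same chromosome arm as *POLD1*, with 386 protein-coding genes between them in TAIR10.1, so other mutations carried along with *gis5* through the backcrosses were tested as a hypothesis, with the measure set before the result was seen. Among probe sets named independently of S1 Table, 7 of 411 within 500 genes of *POLD1* met the thresholds of the methods (1.70%) and 250 of 13025 elsewhere (1.92%). The ratio of these shares was 0.89 (odds ratio 0.89, 95% interval 0.35 to 1.87, Fisher's exact test, two-sided p = 1). Probe sets that met the thresholds were therefore not 2 times or more in excess around *POLD1*. Many of these calls may be noise of dim probe sets, and probe sets named only through S1 Table were left out. The ratio therefore does not bound an excess among genes that did change. Single linked mutations that alter 1 or a few genes could still be present and were not tested.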
